# Dynamic changes in RNA m^6^A and 5 hmC influence gene expression programs during macrophage differentiation and polarisation

**DOI:** 10.1007/s00018-024-05261-9

**Published:** 2024-05-23

**Authors:** Natalia Pinello, Renhua Song, Quintin Lee, Emilie Calonne, Kun-Long Duan, Emilie Wong, Jessica Tieng, Majid Mehravar, Bowen Rong, Fei Lan, Ben Roediger, Cheng-Jie Ma, Bi-Feng Yuan, John E. J. Rasko, Mark Larance, Dan Ye, François Fuks, Justin J.-L. Wong

**Keywords:** RNA modifications, Epitranscriptomics, M^6^A, 5 hmC, Macrophages

## Abstract

RNA modifications are essential for the establishment of cellular identity. Although increasing evidence indicates that RNA modifications regulate the innate immune response, their role in monocyte-to-macrophage differentiation and polarisation is unclear. While m^6^A has been widely studied, other RNA modifications, including 5 hmC, remain poorly characterised. We profiled m^6^A and 5 hmC epitranscriptomes, transcriptomes, translatomes and proteomes of monocytes and macrophages at rest and pro- and anti-inflammatory states. Transcriptome-wide mapping of m^6^A and 5 hmC reveals enrichment of m^6^A and/or 5 hmC on specific categories of transcripts essential for macrophage differentiation. Our analyses indicate that m^6^A and 5 hmC modifications are present in transcripts with critical functions in pro- and anti-inflammatory macrophages. Notably, we also discover the co-occurrence of m^6^A and 5 hmC on alternatively-spliced isoforms and/or opposing ends of the untranslated regions (UTR) of mRNAs with key roles in macrophage biology. In specific examples, RNA 5 hmC controls the decay of transcripts independently of m^6^A. This study provides (i) a comprehensive dataset to interrogate the role of RNA modifications in a plastic system (ii) a resource for exploring different layers of gene expression regulation in the context of human monocyte-to-macrophage differentiation and polarisation, (iii) new insights into RNA modifications as central regulators of effector cells in innate immunity.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-024-05261-9.

## Introduction

RNA modifications modulate RNA metabolism and influence major biological processes including splicing, RNA nuclear export, RNA decay and translation [1–4]. More than 180 RNA modifications have been identified so far mainly in tRNA and rRNA, and through recognition by effector RNA binding proteins, many of them are pivotal for cellular differentiation, maintenance of cellular identity, and function [5, 6].

N-6 methyladenosine (m^6^A), the most abundant internal RNA modification on messenger RNAs (mRNAs), is widespread across mammalian transcriptomes [5, 7]. m^6^A deposition is catalysed by a methyltransferase (or ‘writer’) complex composed of a catalytic subunit formed by METTL3 and METTL14 [8] and several auxiliary proteins, including VIRMA, WTAP, CBLL1, ZC3H13 and RBM15 [9–12]. Reversal of m^6^A methylation is performed by either of the two known m^6^A ‘eraser’ enzymes, FTO and ALKBH5 [13, 14]. RNA binding proteins known as m^6^A ‘readers’ recognise m^6^A-methylated RNAs to maintain key cellular processes and modulate response to environmental cues [15]. m^6^A is now established as an essential player in physiological processes including development [16], maintenance of cellular identity [17] and immune response [18–20].

5-hydroxymethylcytosine (5 hmC) is one of the least studied RNA modifications. As with DNA, RNA 5 hmC is generated by oxidation of 5mC by the Ten-eleven translocation proteins (TET1, TET2 and TET3) [21–23]. In mammals, RNA 5 hmC has been implicated in infection-induced myelopoiesis [24], degradation of transcripts derived from endogenous retroviruses [25] and stabilisation of pluripotency-promoting transcripts [23]. In contrast to m^6^A, which has been extensively mapped across different tissues, cell types and pathological conditions [26, 27], few studies have explored the roles of RNA 5 hmC in normal physiology and disease states [21, 23]. Recent studies have revealed overlap between the functions of RNA m^6^A and 5 hmC, including the regulation of RNA stability and translation [3, 21, 23, 28]. However, the interplay between m^6^A and 5 hmC in the regulation of biological processes remains unknown.

Investigating multiple RNA modifications simultaneously in the same biological pathway may uncover potential interactions between these modifications. This knowledge will inform whether the absence or presence of a particular RNA modification could impact other modifications and therefore mRNA fate. This understanding will also clarify whether modulating a single RNA modification is sufficient to alter a biological process, or if it necessitates simultaneous modulation of multiple RNA modifications.

Monocytes and macrophages are mononuclear phagocytic cells central to innate immunity [29]. During inflammation, monocytes are recruited to sites of injury or infection where they differentiate into macrophages [30]. Macrophages are remarkably plastic cells with roles in development, homeostasis, tissue repair and immunity [31]. These cells rapidly alter their physiology in response to diverse environmental stimuli and give rise to morphologically and functionally diverse macrophage subpopulations with pro- and anti-inflammatory roles.

The roles of m^6^A methylation during monocyte differentiation into macrophages and subsequent polarisation of macrophages into pro- or anti-inflammatory cells remain elusive. To investigate the role of m^6^A in macrophage polarisation, two recent studies have exposed METTL3-depleted mouse bone marrow-derived macrophages (BMDMs) to pro-inflammatory stimuli. However, one study reported that METTL3 depletion upregulates the expression of pro-inflammatory cytokines, including *TNF* and *IL-6* [32], whereas the other reported a decrease in these cytokines in METTL3-depleted BMDMs [33]. It is conceivable that the levels and duration of METTL3 depletion may influence experimental outcomes, as long-term METTL3 or METTL14 depletion has been reported to induce major transcriptional changes, hence leading to indirect effects [34]. Furthermore, studies using acute and stable depletion of METTL3 in the same embryonic stem cells have yielded opposite results, whereby acute and stable depletion led to silencing and enhancement of retroviral mRNA transcription respectively [35, 36]. Thus, additional and alternative experimental approaches, such as direct profiling of m^6^A during progressive states of macrophage differentiation and polarisation, are necessary to further clarify the involvement of m^6^A in macrophage biology.

TET enzymes that control both DNA and RNA 5 hmC are major regulators of myelopoiesis and immune homeostasis and, when mutated or dysregulated, are linked to the development of haematological malignancies and inflammatory disorders [24, 37–39]. However, the transcriptome-wide distribution of 5 hmC, let alone its function in monocytes and macrophages, has not been explored. The potential roles of RNA 5 hmC and how they affect gene expression together and independently of a prominent RNA modification like m^6^A in macrophage differentiation and polarisation remain to be elucidated.

Due to macrophage heterogeneity and the difficulty in capturing the complexity observed in vivo, generalised in vitro models of pro- and anti-inflammatory macrophages have been developed. A widely used approach is to use the monocytic cell line THP-1. Several studies by us and others have demonstrated that different populations of macrophages derived from this model exhibit similarity in both molecular and immunological signatures to those in primary human monocyte-derived macrophage populations [40–43], providing a suitable system to study RNA modifications in macrophage biology.

Here, we obtained transcriptome-wide RNA m^6^A and 5 hmC distributions coupled with gene expression, polyribosome and proteomic profiles from THP-1 monocytic cells and THP-1-derived macrophages at rest and pro- and anti-inflammatory states (Fig. 1A). Through this multi-omics approach, we present data that serves as a reference set for studies on the regulatory roles of RNA m^6^A and 5 hmC in shaping the transcriptomes and proteomes of these cells. We provide evidence that profiling m^6^A changes during progressive stages of macrophage differentiation and polarisation is important to identify key m^6^A-modified genes regulating these processes, which may be otherwise masked if studying changes to gene expression by stably depleting m^6^A-regulatory enzymes alone. We observe the co-occurrence of m^6^A and 5 hmC on mRNAs and speculate that these may regulate the expression, stability and/or alternative splicing of transcripts with crucial roles in macrophage biology. We also provide evidence that 5 hmC can regulate mRNA stability independently of m^6^A. Altogether, our work provides a resource to explore the complex epitranscriptomic processes regulating effector cells of the innate immune system.

**Fig. 1:**
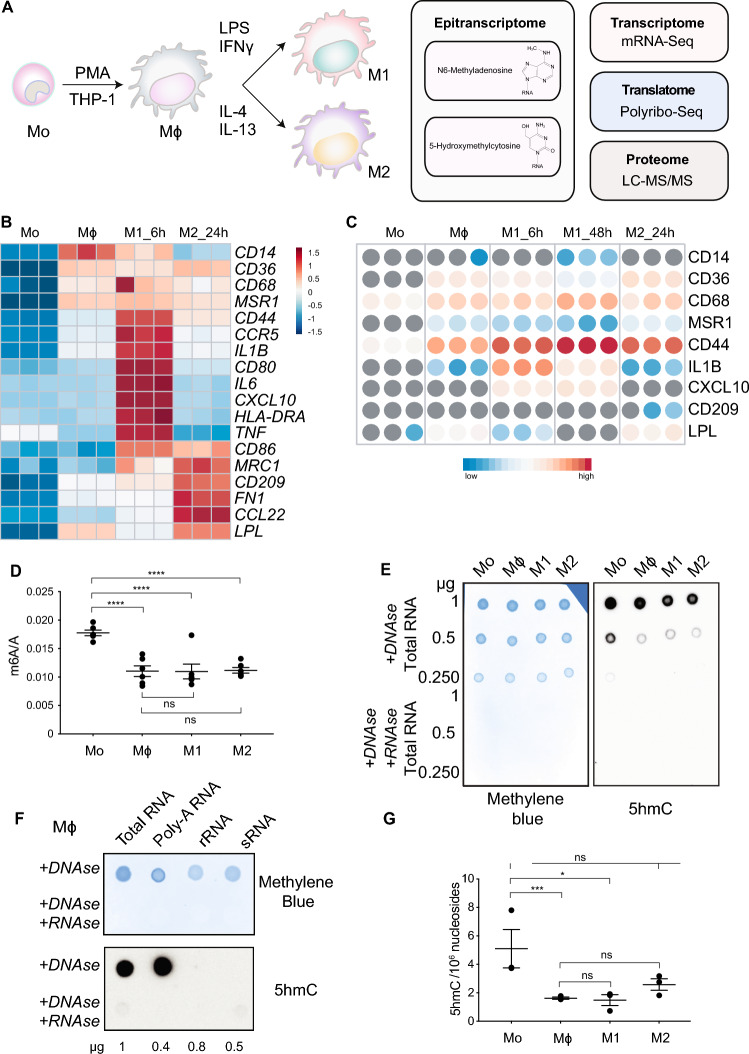
RNA m^6^A and 5 hmC levels decrease during monocyte-to-macrophage differentiation.** A** Diagram detailing our multi-omics approach to study m^6^A and 5 hmC RNA modifications in the THP-1 macrophage differentiation and polarisation model. Heatmaps displaying **B** gene expression (z score) and **C** protein levels of monocytes (Mo), resting-like (Mϕ), pro-inflammatory (M1) and anti-inflammatory macrophages (M2) based on established markers. h indicates hours of polarisation. **D** m^6^A/A on polyadenylated RNAs measured by LC–MS/MS. **E** Dot blot performed with total RNA from Mo, Mϕ, M1 and M2 cells probed with anti-5 hmC antibody (right) and methylene blue loading control (left). Samples were treated with DNase to eliminate the possibility of detecting 5 hmC on DNA. Negative controls were treated with both DNase and RNase A. **F** Dot blot on total RNA, polyadenylated RNA, rRNA and sRNA (including tRNA) from Mϕ cells detected with anti-5 hmC antibody (bottom) or methylene blue loading control (top). Samples were treated with DNase to eliminate the possibility of detecting 5 hmC on DNA. Negative controls were treated with both DNase and RNase A. **G** 5 hmC/10^6 nucleosides in total RNA measured by LC–MS/MS. In **D** and **G**, mean ± SEM is shown. An unpaired two-tailed Student’s t-test was used to determine significance, denoted by ns, not significant; *p < 0.05; ***p < 0.001 and ****p < 0.0001

## Materials and methods

### Monocyte-to-macrophage differentiation and polarisation

THP-1 cells were maintained in RPMI medium (ThermoFisher Scientific) supplemented with 10% (v/v) fetal calf serum (Hyclone, GE Healthcare), 1% (v/v) non-essential amino acids (ThermoFisher Scientific), 1 mM sodium pyruvate (ThermoFisher Scientific) and 0.1 mg/ml penicillin and streptomycin (ThermoFisher Scientific). To generate THP-1-derived macrophages (Mϕ), THP-1 monocytes (Mo) were stimulated with 100 nM PMA (Sigma) for 48 h. M1 macrophages were generated by stimulating Mϕ with 1 μg/ml LPS (Sigma) and 20 ng/ml IFN-γ for 6 or 48 h. M2 macrophages were generated by stimulating Mϕ with 20 ng/ml IL-4 (R&D Systems) and 20 ng/ml IL-13 (R&D system) for 24 h.

### RNA extraction, cDNA synthesis and RT-qPCR

RNA extraction was performed using TRIzol Reagent (Invitrogen) and cDNA synthesis was performed using iScript gDNA Clear cDNA synthesis kit (Bio-Rad) following the manufacturer’s instructions. RT-qPCR was performed using SensiFAST SYBR No-ROX Kit (Bioline) and 0.3 μM of forward and reverse primers. Samples were amplified and analysed using the LightCycler 480 Instrument II (Roche), cycling conditions: 95 °C for 3 min, followed by 40 cycles at 95 °C for 10 s, annealing at 60 °C for 30 s, and extension at 72 °C for 20 s. Fold change was calculated using the ΔΔCT method. See Table S1 for a list of the primers used in this work.

### m^6^A and 5 hmC quantification

Sample preparation for m^6^A quantification was performed as described previously [44]. In brief, mRNA was isolated using the Magnetic mRNA Isolation Kit (New England Biolabs), followed by rRNA depletion using the RiboMinus Eukaryote System v2 (Invitrogen) as per manufacturer’s instructions. 200 ng mRNA were digested with 1U nuclease P1 (Sigma) in 20 mL buffer containing 25 mM NaCl, 2.5 mM ZnCl_2_ at 37 °C for 2 h, followed by the addition of 1 M NH_4_HCO_3_ (2 mL) and 1 U of alkaline phosphatase (Sigma). The solution was incubated at 37 °C for 2 h, centrifugated at 13,000 g for 10 min at 37 °C, and then 10 μL of the solution were injected into the mass spectrometer. Quantification was performed by comparison with a standard curve obtained from pure nucleoside standards. The m^6^A to A ratio was calculated based on obtained concentrations.

To quantify global RNA 5 hmC levels, LC–MS/MS was performed as previously described [23]. Briefly, 10X buffer (500 mM Tris–HCl, 100 mM NaCl, 10 mM MgCl_2_, 10 mM ZnSO_4_, pH 7.0), 180 U of S1 nuclease, 0.001 U of venom phosphodiesterase I, and 30 U of CAIP were added to 10 μg of total RNA. The mixture was incubated at 37 °C for 4 h. The resulting solution was then extracted with chloroform three times. The upper aqueous phase was collected and passed through a solid-phase extraction cartridge filled with 50 mg of sorbent of graphitised carbon black to remove the salts. The elution was then dried with nitrogen gas at 37 °C for subsequent chemical labelling and LC–ESI–MS/MS analysis by an AB 3200 QTRAP mass spectrometer (Applied Biosystems).

### mRNA sequencing

Paired-end mRNA-Seq was performed for all samples. 2 µg of DNAse treated total RNA was sent to Novogene for directional mRNA library preparation (mRNA enrichment) and sequencing using NovaSeq. 50 million paired-end 150 bp reads were obtained for each sample.

### Polyribo-Seq

Polyribo-Seq sample preparation and uHPLC Size Exclusion Chromatography (SEC) were performed as described by Yoshikawa et al. [45]. Briefly, cell lysates in CHAPS buffer containing RNAse inhibitors were separated by size exclusion chromatography on a Thermo Dionex BioRs UHPLC and Agilent SEC-5 7.8 × 300 mm HPLC column with 2000 Å pores and 5 mm particles. Polysome fractions were harvested in TRIzol LS reagent (Invitrogen) and RNA was extracted following the manufacturer’s protocol. RNA-Seq was then performed on RNA from the polysome-bound fraction.

### Proteomic analysis

Sample preparation, LC–MS/MS and analysis of spectra was performed as we previously described [42]. Briefly, 20 μg of protein was denatured, reduced and alkylated followed by trypsin digestion at 37 °C for 16 h. Peptides were then purified using StageTips. Dried peptides were resuspended in 60 μL of 5% formic acid and stored at 4 °C until analysed by LC–MS. Using a Thermo Fisher RSLCnano, peptides were separated using a 50 cm × 75 µm C18 (Dr Maisch, Ammerbuch, Germany, 1.9 μm) column with a ∼10 μm pulled tip, coupled online to a nanospray ESI source. Peptides were resolved over a gradient from 5% acetonitrile to 40% acetonitrile over 140 min with a flow rate of 300 nL min ^−1^. Tandem mass spectrometry analysis was carried out on a Fusion Lumos mass spectrometer (Thermo Fisher) using HCD fragmentation. The data-dependent acquisition method used acquired MS/MS spectra of the top 20 most abundant ions at any one point during the gradient. Raw data were analysed using MaxQuant (38) (version 1.6.3.4). Peptide and protein level identification were set to a false discovery rate (FDR) of 1% using the human Uniprot database. Mass tolerance was set to 4.5 ppm for precursor ions and MS/MS mass tolerance was 20 ppm. Enzyme specificity was set to trypsin, with a maximum of 2 missed cleavages permitted. Deamidation of Asn and Gln, oxidation of Met, pyro-Glu and protein N-terminal acetylation were set as variable modifications. Carbamidomethyl on Cys was searched as a fixed modification.

### m^6^A-IP-Seq

m^6^A-IP-Seq was performed as previously described [46]. Briefly, 5 µg of DNAse treated total RNA were subjected to fragmentation with ZnCl_2_ incubation at 70 °C for 13 min. Following precipitation, fragmented RNA size distribution was assessed using RNA 6000 Nano Bioanalyzer kit (Agilent). Approximately 500 ng of sample were stored as input control. Fragmented RNA was subjected to two rounds of m^6^A immunoprecipitation for 2 h each using an anti-m^6^A antibody (ABE572, Merck) previously conjugated to protein-A magnetic beads (Thermo Fisher Scientific) and protein-G magnetic beads (Thermo Fisher Scientific) by incubation at 4 °C for at least 6 h. Following extensive washing, RNA was eluted from the beads using RLT buffer and RNeasy mini kit (Qiagen). RNA was quantified using RNA 6000 Pico Bioanalyzer kit (Agilent). To confirm m^6^A enrichment, cDNA was synthesised using the SensiFast cDNA synthesis kit (Bioline) and SETD7 and GAPDH levels measured by qPCR were used as positive and negative control respectively. Finally, library preparation was performed using the SMARTER Stranded Total RNA Seq kit v2-Pico Input Mammalian kit (Takara Bio) following the manufacturer’s instructions. Libraries were then sequenced using HiSeq2500 (Illumina) and a minimum of 20 million paired-end reads were obtained per sample. This experiment was performed in duplicates for each sample.

### 5hmC-IP-Seq

5 hmC-IP-Seq was performed as described by Delatte, et al. [21] and Lan et al. [23]. In brief, 1 mg of DNAse treated total RNA was chemically fragmented by incubating RNA in fragmentation buffer (10 mM Tris–HCl pH7, 100 mM ZnCl_2_) at 94 °C for 40 s, the reaction was stopped by the addition of 50 mM EDTA. Fragmented RNA was ethanol precipitated and resuspended in nuclease-free water. Fragmentation efficiency was checked by running a Nano RNA Bioanalyzer chip (Agilent) on the Agilent 2100 Bioanalyzer. Prior to immunoprecipitation, fragmented RNA was denatured by incubation at 70 °C for 5 min and then placed on ice. RNA was then incubated at 4 °C overnight with or without 12.5 μg of anti-5 hmC antibody (C15220001, Diagenode) in freshly prepared 1X Immunoprecipitation (IP) buffer (50 mM Tris–HCl pH 7.4, 750 mM NaCl and 0.5% Igepal CA-630, RNasin 400 U/ml and RVC 2 mM) supplemented with protease inhibitor (complete EDTA free, Roche). 60 μL of equilibrated Dynabeads Protein G (Invitrogen) were added to each sample and incubated for 2.5 h at 4 °C. After three washes with 1X IP buffer, samples were eluted by addition of 1 mL of TriPure Reagent (Roche) as per manufacturer’s instructions. Samples were analysed by deep sequencing. Libraries were prepared using the TruSeq ChIP Sample Prep Kit (Illumina) after reverse transcription of pulled-down RNA and synthesis of a second strand (NEBNext mRNA second strand synthesis module (NEB). Briefly, 5 to 10 ng of dsDNA underwent 5′ and 3′ protruding end repair. Then, non-templated adenines were added to the 3′ ends of the blunted DNA fragments. This last step allows ligation of Illumina multiplex adapters. The DNA fragments were size selected to remove unligated adapters and to sequence fragments of 200–300 bp of length. The library was amplified through 18 cycles of PCR. DNA was quantified using Qubit, and DNA integrity was assessed by running a DNA Bioanalyzer chip (Agilent) on the Agilent 2100 Bioanalyzer. 1.5 pM of DNA library spiked with 1% PhiX viral DNA was clustered and sequenced on a NextSeq500 (Illumina). hmeRIP-Seq experiments were performed in triplicates for each condition.

### Enrichment of polyadenylated RNA, rRNA and sRNA

Polyadenylated RNA was enriched using the Poly(A)Purist MAG Kit (Invitrogen) as per manufacturer’s instructions. rRNA was separated from polyA RNA using GeneElute mRNA Miniprep kit (Sigma) and concentrated using RNA Clean and Concentrator kit (Zymo Research) and sRNA (including tRNA) was extracted using miRNeasy mini-Kit (Qiagen) and RNeasy MiniElute Cleanup Kit (Qiagen). RNA quality and purity of the fractions was performed using Small RNA, PICO and NANO RNA Bioanalyzer kits (Agilent).

### 5hmC dot blotting

To perform dot blot, RNA was treated with TURBO DNase (ThermoFisher) following the manufacturer’s protocol. As a control, RNA was treated with 1U RNase A (Qiagen) for 1 h at 56 °C. RNA was then loaded onto a Hybond-N + membrane (GE Healthcare), allowed to air dry and crosslinked twice at 200,000 μJ/cm^2^ UV. To control for RNA loading, the membrane was then incubated with 0.04% methylene blue in 0.5 M sodium acetate for 5 min, following rinsing with PBS 0.1% Tween-20, it was imaged using the colorimetric function of ChemiDoc Imaging System (BioRad). The membrane was then blocked in 3% w/v skim milk PBS-0.1% Tween-20 for 1 h at room temperature, incubated in blocking buffer with 1:500 rat anti-5 hmC (Diagenode) overnight at 4 °C and followed by incubation with 1:1000 anti-rat IgG HRP (ab6734, Abcam) in blocking buffer. 5 hmC detection was performed using SuperSignal West Femto Maximum Sensitivity Substrate (ThermoFisher) and imaged on a ChemiDoc Imaging System (BioRad).

### Flow cytometry

Flow cytometry analysis was performed using the following cell surface markers: anti-CD11b conjugated to phycoerythrin (PE, BD Biosciences, clone ICRF44) and anti-CD44 allophycocyanin (APC, BD Biosciences, clone IM7) conjugated to staining to confirm the differentiation of THP-1 Mo into Mϕ. Anti-CD38 conjugated to PE-Cy7 (BioLegend, clone HIT2) and anti-CD80 conjugated to V450 (BD Biosciences, L307.4) to confirm the polarisation into M1-like cells. Anti-CD209 conjugated to BV421 (BD Biosciences, DCN46) to confirm the polarisation into M2-like cells. Cell viability was determined by staining cells with 0.5 μg/ml DAPI (Invitrogen). Acquisition was performed using a BD FACSCanto™ II and a BD FACSFortessa™ II (BD Biosciences) and data were analysed using FlowJo software (BD Biosciences).

### Generation of METTL3 knock-down cell lines

Stable gene knockdown of METTL3 in THP-1 cells was achieved by lentiviral transduction of the pLKO.1 containing specific short hairpin RNAs (Table S1). The transduced cells were subjected to selection by 7 days culture in 0.6 μg/mL puromycin together with control cells transfected with pLKO.1 transduced with a non-targeting shRNA against an *Arabidopsis Thaliana* gene. Knockdown was confirmed by western blotting.

### RNA decay assay

METTL3-depleted and control THP-1-derived macrophages were treated with 10 µg/ml actinomycin D (Sigma) for 2, 4 and 8 h and harvested. For RNA 5 hmC depletion assays, THP-1-derived macrophages were treated with DMSO or 3 mM Itaconic Acid (Sigma) for 10 h prior to actinomycin D treatment. RNA was extracted using TRIzol. cDNA and qPCR were performed as described above. mRNA decay rate was estimated by non-linear regression curve fitting as previously described [47].

### Bioinformatic analysis

For m^6^A- and 5 hmC-IP-Seq, raw reads were trimmed to remove adaptor sequences and low-quality reads using Trimmomatic with the default setting [48]. Read quality was assessed using FastQC. Clean reads were aligned to the human reference genome hg38 (ENSEMBL version 86) using the STAR aligner [49]. To minimise the rate of false positives, only uniquely mapped reads were selected using samtools [50]. Peaks enriched in immunoprecipitated over corresponding input samples were called using MACS2 [51]. Peaks identified in both biological replicates were merged using the mergePeaks command in the HOMER software [52] and overlapping peaks were mapped to the RefSeq gene annotation using intersectBed from BEDTools [53]. Enriched m^6^A and 5 hmC motifs were identified using de novo motif search with the HOMER software (version 4.9.1). Motifs with the most significant *P*-values were visualised using WebLogo [54]. The metagene profiles were plotted using the ‘Guitar’ R package [55]. DESeq2 [56] was used to identify m^6^A or 5 hmC peak levels that were significantly different (1.5-fold) between two samples (i.e.Mo/Mϕ, Mϕ/M1 and Mϕ/M2), with a Benjamini–Hochberg correction (*p* < 0.05), following normalisation against input control using the design =  ~ group + condition + group:condition function (i.e. (Mϕ_IP/ Mϕ_Input)/(Mo_IP/Mo_Input). The levels of fold-change in m^6^A peaks were further normalised against fold-change in genes expression, enrichment of transcripts in polysomes and protein level changes between samples to identify their associations with m^6^A changes. Gene ontology (GO) biological processes (BP) enrichment analysis was performed for the genes with significantly increased/decreased m^6^A peaks using the ‘clusterProfiler’ package [57].

For mRNA- and Polyribo-Seq, Truseq3-PE adapter and poor-quality sequences were assessed using FastQC were trimmed by Trimmomatic using the default settings [48]. Trimmed reads were then aligned to the hg38 (ENSEMBL version 86) reference genome using STAR. FeatureCounts [58] was subsequently employed to convert aligned short reads into read counts for each sample. The data were then analysed using R and DESeq2 [56]. Differentially enriched mRNAs undergoing translation in the polysomes were identified using Wald statistical test, with fold-change > 1.5 and *p* < 0.05 after Benjamini–Hochberg correction. Expressed genes were identified as those with RPKM greater than 1 for at least one group of samples. Differentially expressed genes between two groups were identified using Wald statistics, with fold-change > 1.5 and *p* < 0.05 after Benjamini–Hochberg correction. The quality and reproducibility of experimental replicates are detailed in our previous publication [59].

### Statistical analysis

Unless stated otherwise, statistical analyses were performed using GraphPad Prism 9.0. Statistical significance was determined using Student’s t-test unless indicated otherwise in figure legends and text. *p* < 0.05 was considered statistically significant. All error bars represent the standard error of the mean (SEM) from independent experiments (n >  = 3 unless specified otherwise).

## Results

### Transcriptomic and proteomic profiling reveal a robust macrophage differentiation and polarisation model derived from THP-1 cells

To study m^6^A and 5 hmC RNA modifications during monocyte-to-macrophage differentiation and polarisation, we differentiated and polarised THP-1 monocytic cells into four cellular stages generated as follows: Untreated THP-1 cells (Mo); Phorbol 12-myristate 13-acetate (PMA)-differentiated cells (Mϕ); PMA-differentiated cells plus lipopolysaccharide (LPS) and interferon-γ (IFNγ) (M1); and PMA-differentiated cells plus IL-4 and IL-13 (M2) (Fig. 1A).

In line with previous reports [42], we observed upregulation of cell surface markers and expression of genes characteristic of differentiated (Fig. S1A and S1B) and polarised (Fig. S1C and S1D) macrophages.

We performed deep mRNA-Seq and liquid chromatography with tandem mass spectrometry (LC–MS/MS) in Mo, Mϕ, M1 and M2. Differences in global gene and protein expression patterns were evident by Principal Component Analysis (PCA) of mRNA-Seq (Fig. S1E) and LC–MS/MS (Fig. S1F) data. For M1, LC–MS/MS was performed at 6 and 48 h post-stimulation to capture dynamic proteomic changes associated with macrophage reprogramming in response to LPS and IFNγ stimulation [60]. This analysis showed a clear separation of monocytes from macrophages and highlighted M1 as a highly distinct subset within our modelled macrophages. As expected, we observed clustering of technical replicates within each cellular stage. We further confirmed the identities of the four cell types via gene expression analysis (Fig. 1B) and proteomics profiling (Fig. 1C) of established cell type-specific markers [41, 42, 58, 61–64]. Overall, our data indicate that the THP-1 macrophage differentiation and polarisation model is robust in our hands. Importantly, these transcriptomic and proteomic profiles resemble, at least in part, those of human primary monocytes and macrophages [65]. Therefore, we concluded this system was suitable to study RNA modifications in monocytes and macrophages*.*

### Global levels of RNA m^6^A and 5 hmC decrease during macrophage differentiation

To investigate changes in global m^6^A levels during monocyte-to-macrophage differentiation and polarisation, we quantified m^6^A on polyadenylated mRNAs from Mo, Mϕ, M1 and M2 cells by LC–MS/MS. We found that m^6^A levels on mRNA decreased during the transition of monocytes to resting macrophages and remained unchanged when macrophages were treated with polarising stimuli (Fig. 1D).

To investigate global RNA 5 hmC changes during macrophage differentiation and polarisation, we first performed dot blots. We found that total RNA 5 hmC levels decreased in macrophages compared to monocytes (Fig. 1E). This decrease is likely due to changes in 5 hmC levels on mRNAs, as we observed higher 5 hmC signal on poly-A-RNA compared to total RNA while we did not detect 5 hmC signal in ribosomal (rRNA) or small (sRNA) fractions (Fig. 1F). No 5 hmC signal was detected on rRNA or sRNA by dot blot (Fig. 1F). Higher global 5 hmC levels in total RNA of monocytes compared to macrophages was further confirmed using LC–MS/MS (Fig. 1G). Like m^6^A, global 5 hmC levels significantly decreased during monocyte-to-macrophage differentiation, and no significant difference was observed during polarisation. In summary, global m^6^A and 5 hmC RNA levels decrease during monocyte-to-macrophage differentiation and remain stable following exposure to pro- and anti-inflammatory stimuli.

### Transcriptome-wide profiling of m^6^A reveals its association with transcription and translation of genes involved in monocyte-to-macrophage differentiation and polarisation

To determine transcripts that are modified by m^6^A in monocytes and macrophages, we performed m^6^A RNA immunoprecipitation sequencing (m^6^A-IP-Seq) in Mo, Mϕ, M1 and M2 cells. We identified 8511–12,425 m^6^A peaks (corresponding to 6118–7130 genes) in monocytes and macrophages (Table S2), of which 4044 m^6^A peaks (corresponding to 4185 genes) were common to all four cellular stages. 1866 m^6^A peaks (in 747 genes) were exclusive to monocytes and 651 m^6^A peaks (in 507 genes) were present in all types of macrophages (Fig. 2A). Overall m^6^A profiles obtained were consistent with previous studies [7, 66], whereby half (~ 45%) of the m^6^A peaks identified in both monocytes and macrophages were present in the coding sequence (CDS) while approximately 30% were located in the 3′ untranslated region (3′ UTR) (Fig. 2B). Metagene profiles of all four cellular stages presented the characteristic m^6^A distribution along the mRNA transcript with a marked enrichment of this modification preceding the stop codon (Fig. 2C). As expected, sequence logo analysis revealed the canonical DRACH motif in all four data sets (Fig. 2C).

**Fig. 2:**
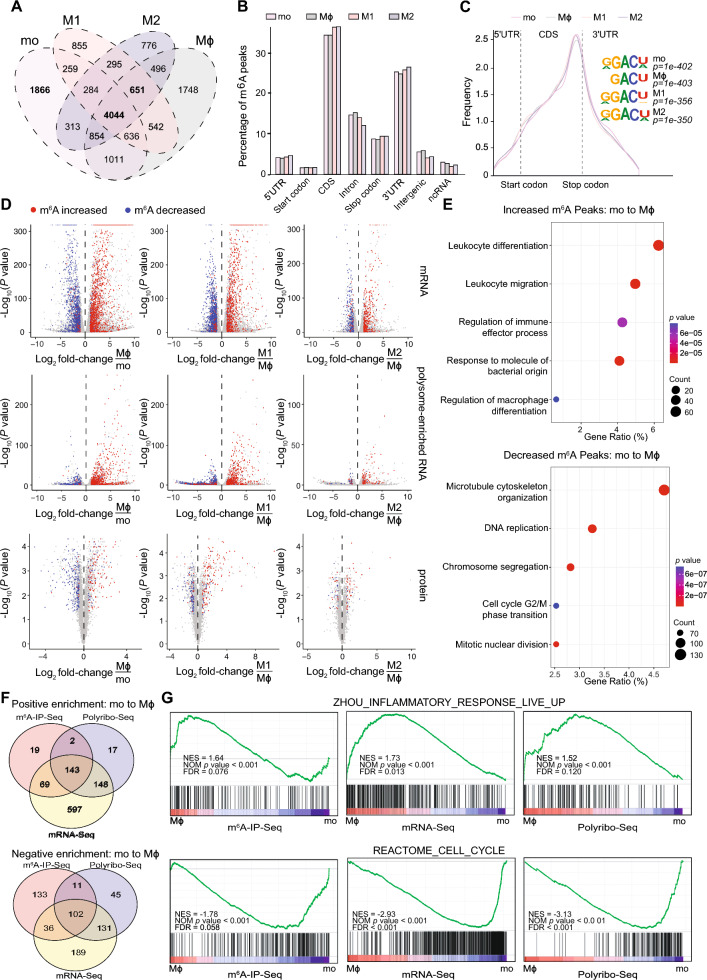
m^6^A is associated with gene functions involved in monocyte-to-macrophage differentiation and polarisation. **A** Venn diagram showing the overlap of m^6^A peaks found in THP-1 monocytes (Mo), resting-like (Mϕ), pro-inflammatory (M1) and anti-inflammatory macrophages (M2). **B** Percentage of m^6^A peaks identified by m^6^A-IP-Seq in defined transcript and genomic regions: coding sequence (CDS), 5′ untranslated region (5′UTR), 3′ untranslated region (3′UTR), start and stop codons, intergenic regions and non-coding RNA (ncRNA) in Mo, Mϕ, M1 and M2. **C** Metagene profiles detailing m^6^A distribution along a normalised transcript and top enriched sequence motifs identified by m^6^A-IP-Seq in all cell types. **D** Volcano plots showing differential gene expression (mRNA, top), translation (polysome-enriched RNA, middle) and protein levels (bottom). Red and blue dots represent individual genes with increased and decreased m^6^A peaks respectively in Mϕ compared to Mo, M1 compared to Mϕ and M2 compared to Mϕ. **E** Gene ontology analysis of increased (top) and decreased (bottom) m^6^A peaks during Mo to Mϕ differentiation. **F** Venn diagram showing overlapping gene sets identified by Gene Set Enrichment Analysis (GSEA) on m^6^A-Seq, mRNA-Seq and polyribo-Seq data presenting positive (top) or negative (bottom) enrichment during Mo to Mϕ differentiation. **G** GSEA signatures showing significantly positive (top) or negative (bottom) enrichment during Mo to Mϕ differentiation

By normalizing m^6^A peak levels to gene expression changes, we found that m^6^A methylation during macrophage differentiation and polarisation was enriched in specific transcripts with increased expression and vice versa (Fig. 2D). Similar enrichment was observed between transcriptome-wide m^6^A levels and protein translation as measured by polyribosome sequencing (Polyribo-Seq) and LC–MS/MS (Fig. 2D). These results support previous reports showing that m^6^A is coupled to transcription and/or promotes translational processes [67–70].

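Polyribo-Seq sequenced the RNA of the polysome fraction, which holds transcripts carrying several ribosomes, in THP-1 cells, a human monocytic leukaemia line. 12 libraries were made, 3 each of Mo, Mϕ, M1 and M2. Mϕ were Mo treated with 100 nM PMA for 48 h. M1 were Mϕ treated with 1 µg/ml LPS and 20 ng/ml IFNγ for 6 or 48 h, and the time used for Polyribo-Seq is not specified. M2 were Mϕ treated with 20 ng/ml IL-4 and 20 ng/ml IL-13 for 24 h. The authors deposited raw fragment counts for 56271 gene names, in which Mo libraries are named ND and Mϕ libraries M0. Fragments were counted on both strands, so antisense transcripts of an overlapping gene are included. Fragments that mapped to several places or overlapped several genes were left out. Each value is an abundance in the polysome fraction and was not divided by mRNA abundance, so it is not a translational efficiency. The libraries held from 21625537 to 35751044 fragments, with medians of 24065593 in Mo, 24439349 in Mϕ, 29441989 in M1 and 24969156 in M2. At these depths 3 fragments, the level at or under which a gene was treated as absent, correspond to 0.0839 to 0.139 CPM, the unit of fragments scaled to the library total. Copies of the same molecule made by PCR cannot be told apart in the counts, so the number of molecules behind a value may be smaller than its fragments.
The libraries of Mo and Mϕ were even, and those of M1 and M2 were not. Genes with at least 1 fragment numbered 23705, 24049 and 25021 in the Mo libraries and 25664, 24943 and 24923 in the Mϕ libraries. The M1 libraries had 7434, 17807 and 16298 such genes and the M2 libraries 21951, 20017 and 12631. The biological coefficient of variation, the spread between replicates beyond sampling noise, was 9.40% in Mo, 8.95% in Mϕ, 145% in M1 and 62.7% in M2. Between M1 libraries 2 and 3 alone it was 32.3%, and between M2 libraries 1 and 2 alone 12.1%. Each pair of replicates differed by more than counting error alone, with every fragment taken as independent (chi-square per degree of freedom from 7.15 to 331).

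**Figure D1:**
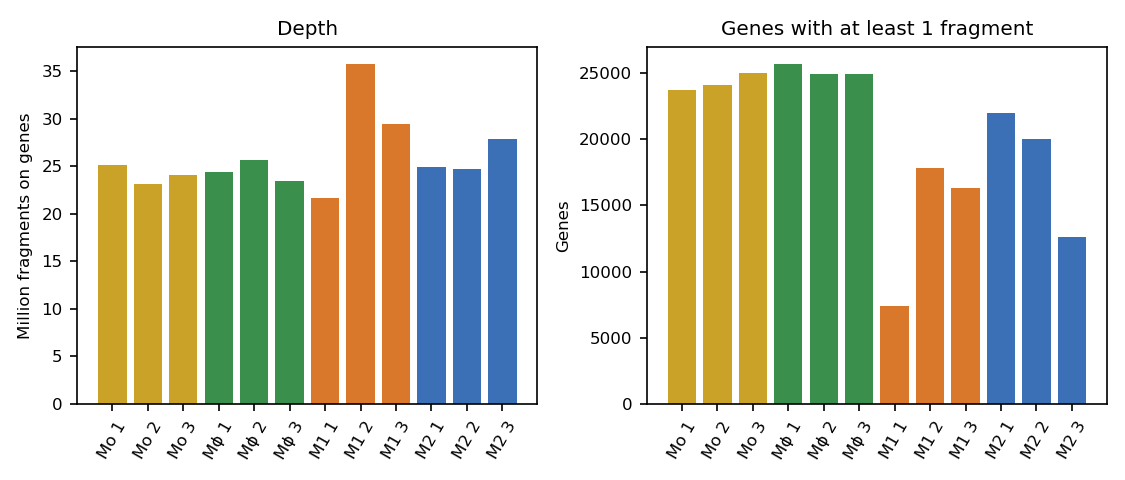
Fragments counted on genes (left) and genes with at least 1 fragment (right) in each of the 12 polysome-fraction libraries of Mo, Mϕ, M1 and M2. Each bar is 1 library.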

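Polysome abundance was compared with edgeR, in a quasi-likelihood fit of all 12 libraries with group as the only factor. The libraries were scaled with TMM, which assumes that most genes do not change between them. 14252 genes with a mean above 1 RPKM in at least 1 group were tested. Transcripts were called at the paper's thresholds, a fold change above 1.5 and a Benjamini–Hochberg adjusted p under 0.05, and all tests were two-sided. 2108 transcripts were called in Mϕ compared to Mo (1374 higher, 734 lower), 2572 in M1 compared to Mϕ (1465 higher, 1107 lower) and 521 in M2 compared to Mϕ (340 higher, 181 lower). For Mϕ compared to Mo, the count moved most, to 6649, with limma voom and sample quality weights, which was chosen after seeing the data. Fitting only the Mo and Mϕ libraries gave 6489. Scaling moved the M1 comparison: 57.0% of called transcripts were higher with TMM, 48.0% with the RLE factors of DESeq2 and 28.6% with library totals alone, the last chosen after seeing the data. Other choices also turned the balance at TMM scaling: filterByExpr called 1432 higher and 1621 lower, a fit of only M1 and Mϕ 947 and 1046, and a fit without M1 library 1 2391 and 2812. In M2 compared to Mϕ, 65.3% of called transcripts were higher with TMM, 61.8% with RLE and 51.6% with totals, and DESeq2 called 592 higher and 592 lower. The median of all tested genes in M1 compared to Mϕ was −0.41 (log2) with TMM, −0.57 with RLE and −0.94 with totals. In M2 compared to Mϕ it was −0.12, −0.13 and −0.19. In Mϕ compared to Mo it was −0.016, −0.044 and −0.037.
Replicate numbers might mark cultures grown together, so pairing was checked on the deviations of each library from its group mean. The mean correlation of same-numbered libraries was −0.0843 for Mϕ and Mo, 0.0177 for M1 and Mϕ and 0.0562 for M2 and Mϕ, so the numbers carried little shared variation. With replicate number as a block in the model (replicate block), 1808, 1882 and 321 transcripts were called. The THP-1 cultures are not separate donors.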

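Genes with increased or decreased m6A were taken from the differential peaks of Table S2, leaving out genes with peaks of both directions (72 for Mϕ compared to Mo, 66 for M1 compared to Mϕ and 67 for M2 compared to Mϕ). Only a shortened part of Table S2 was at hand, with 742 increased and 1252 decreased peaks for Mϕ compared to Mo. Genes with differential peaks outside that part therefore count among the other genes. Among transcripts called in Mϕ compared to Mo, 123 with increased m6A were higher in the polysome fraction and 1 was lower, while 17 with decreased m6A were higher and 49 lower. The odds ratio was 336 (Fisher's exact p 1.32e-29). In M1 compared to Mϕ the 4 counts were 134, 8, 22 and 71 (odds ratio 52.5, Fisher's exact p 5.19e-31), and in M2 compared to Mϕ 47, 3, 5 and 11 (odds ratio 31.2, Fisher's exact p 1.14e-06). Fisher's exact test takes genes as independent, which transcripts of shared programmes are not. The odds ratio moved most, taken as a ratio to these values, when the sign of every tested gene was used in place of the calls, to 50.7, 13.4 and 2.98. It was 49.8 in M1 and 40.6 in M2 with the replicate block, and had no finite value in Mϕ because a count was empty.
The lists were also tested whole with limma camera, which compares the genes of a list with all other tested genes and allows for an inter-gene correlation, set at 0.01. p was adjusted over 17 list tests. The 242 tested genes with increased m6A in Mϕ had a median log2 fold change of 1.74, against −0.032 for the other genes (limma camera adjusted p 8.44e-38). The medians were 1.70 for 263 genes in M1, against −0.43 (adjusted p 4.13e-35, limma camera), and 0.13 for 532 genes in M2, against −0.13 (adjusted p 1.51e-06, limma camera). Genes with decreased m6A had medians of −0.44 in Mϕ (572 genes, limma camera adjusted p 1.76e-05), −0.84 in M1 (619 genes, limma camera adjusted p 0.000257) and −0.29 in M2 (430 genes, limma camera adjusted p 0.0169). The M1 and M2 medians are to be read beside the median of all tested genes. The p-values moved most when the inter-gene correlation was estimated from the libraries: for genes with increased m6A the adjusted p of limma camera became 0.0864 in Mϕ and M1 and 0.637 in M2. The medians of genes with increased m6A were 1.74, 1.63 and 0.12 with the replicate block.

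**Figure D2:**
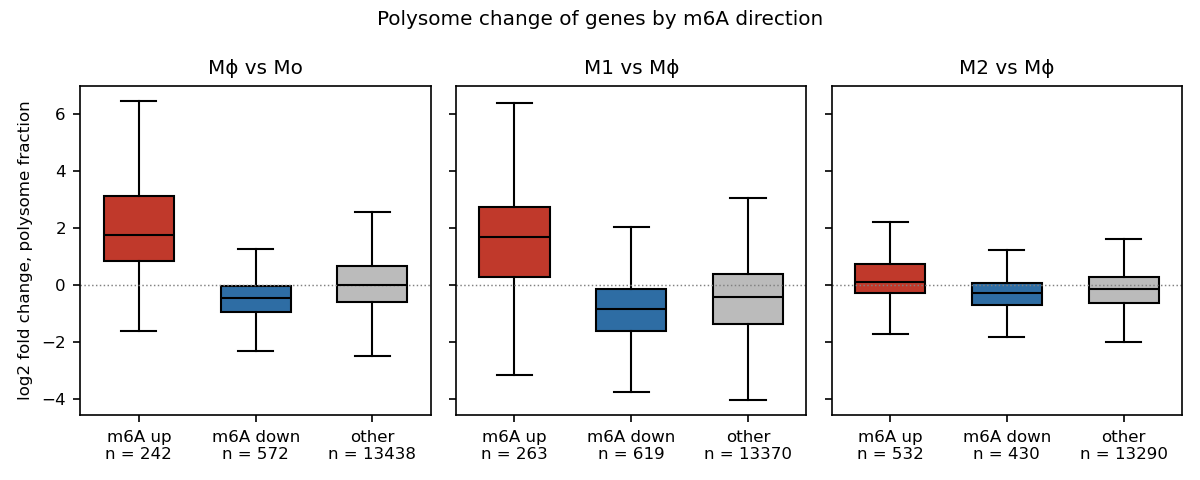
Log2 fold change in the polysome fraction of tested genes with increased m6A, decreased m6A and all other genes, for Mϕ compared to Mo, M1 compared to Mϕ and M2 compared to Mϕ. Boxes show the median and quartiles of an edgeR fit of 3 libraries per group, whiskers reach 1.5 times the interquartile range, and points beyond them are not drawn.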

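The paper states that similar enrichment in mRNA, polysome RNA and protein fits previous reports of m6A coupled to transcription and/or translation. In the polysome fraction, genes with increased m6A were the higher list in each of the 3 comparisons. The mRNA-Seq and LC–MS/MS values were not used here. A difference in the strength of the association between the comparisons was not tested.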

To identify a functional association between differential m^6^A modification and macrophage differentiation and/or polarisation, we performed Gene Ontology (GO) analysis on differential m^6^A peaks. While most mRNAs presenting differential m^6^A methylation (n = 6141) showed decreased m^6^A peaks in Mϕ compared to Mo, ~ 30% of transcripts showed increased m^6^A peaks (n = 1904) in Mϕ. mRNAs with increased m^6^A peaks in Mϕ compared to Mo showed enrichment for functions associated with macrophage differentiation and immune response (Fig. 2E). Consistent with the cessation of cell proliferation typical of differentiated Mϕ [71], transcripts related to cell cycle, DNA replication and chromosome segregation were enriched in mRNAs with decreased m^6^A peaks (Fig. 2E).

GO analysis for transcripts showing increased m^6^A in M1 compared to Mϕ cells revealed a compelling enrichment for biological processes underlying pro-inflammatory responses, including the NF-kappa B signalling pathway, response to lipopolysaccharide and virus, pattern recognition and toll-like receptor signalling pathways, response to interferon-gamma and tumour necrosis factor and regulation of pro-inflammatory cytokines [71–74] (Fig. S2A). Transcripts associated with increased or decreased m^6^A during M2 polarisation were enriched in GO terms associated with homeostatic and anti-inflammatory functions, including tissue development, glucosaminoglycan metabolic processes, regulation of autophagy and vacuolar transport [75–78] (Fig. S2B). These results indicate that m^6^A RNA methylation may have a central role in the regulation of critical pathways that control macrophage differentiation and polarisation.

Using gene set enrichment analysis (GSEA), we identified 143 overlapping gene sets representing transcripts with increased m^6^A, expression and translation levels in Mϕ compared to Mo, and 102 overlapping gene sets showing the opposite pattern (Fig. 2F). 

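The 97 S and G2M phase genes shipped with the R package Seurat served as a cell cycle list, since the MSigDB gene sets were not used here. 96 of them were tested in the polysome fraction of Mϕ compared to Mo. Their median log2 fold change was −1.89, against −0.0085 for all other tested genes (limma camera adjusted p 1.42e-16). 28 were called, each of them lower in Mϕ. With the inter-gene correlation estimated from the libraries, the adjusted p of limma camera was 0.113, and over all alternatives it ran from 7.16e-29 to 0.113. It was 5.20e-17 by limma camera with the replicate block. An inflammatory response set was not tested. The genes of all 336 terms that Table S3 lists for Mϕ were tested instead. Table S3 holds terms of genes with enriched m6A peaks, whatever their function. 665 of these genes entered, with a median log2 fold change of 1.71 (limma camera adjusted p 9.25e-50; 0.0864 with the estimated correlation). The median was 1.70 with the replicate block. 337 were called higher in Mϕ and 4 lower.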

In line with the GO analyses, the inflammatory response gene set was significantly enriched in Mϕ compared to Mo, whereas the cell cycle regulation gene set showed significant negative enrichment (Fig. 2G). 

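6 of the terms that Table S3 lists for M1 name lipopolysaccharide or interferon-gamma, and they hold 53 genes. Table S3 holds terms of genes with enriched m6A peaks, so these genes were chosen through m6A. They are not a general set of LPS or IFNγ genes. The paper cites Table S3 for coupling of m6A with transcription and translation, so its lists may not be independent of a polysome rise. In the polysome fraction of M1 compared to Mϕ, the 50 tested genes had a median log2 fold change of 2.56, against −0.42 for all other tested genes (limma camera adjusted p 6.43e-59). 45 were called, each of them higher in M1. The adjusted p of limma camera moved most, to 0.0340, when the inter-gene correlation was estimated from the libraries, and was 3.20e-43 with the replicate block. With the genes of all 237 terms for M1, the list had a median of 1.27 (544 tested genes, limma camera adjusted p 1.16e-32; 0.108 with the estimated correlation), or 1.21 with the replicate block, with 259 called higher and 29 lower.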

153 gene sets representing transcripts with increased m^6^A, expression and translation levels were enriched in M1 compared to Mϕ, including sets associated with an inflammatory response induced by LPS and IFNγ (Fig. S2C and S2D). Only two gene sets were enriched for transcripts with decreased m^6^A, expression and translation levels; one is also associated with downregulation of the inflammatory response (Fig. S2C and S2D). When comparing M2 to Mϕ, we found no significantly enriched gene set in association with decreased m^6^A, gene expression or translation levels. However, 28 gene sets, including sets enriched for immune response and response to IL-4 stimulation genes, typical of M2 cells, were positively associated with increased m^6^A, mRNA expression and translation levels (Fig. S2E and S2F).

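In the polysome fraction of M2 compared to Mϕ, the genes of the 148 terms that Table S3 lists for M2 had a median close to that of the other genes. The 774 tested genes had a median log2 fold change of −0.13, against −0.12 for all others (limma camera adjusted p 0.186). 54 were called higher and 25 lower. Without a filter on abundance the adjusted p of limma camera was 0.000377, and over all alternatives it ran from 0.000377 to 0.883. The median was −0.14 with the replicate block (limma camera adjusted p 0.239). These terms span homeostatic functions as well as immune ones, and the IL-4 gene sets of Fig. S2F were not used here. Table S3 terms with the paper's adjusted p under 0.05 held 0 genes for M2, against 210 for Mϕ and 316 for M1.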

Collectively, our in silico analyses using multiple approaches suggest that m^6^A may regulate transcription and translation of transcripts that are directly involved in establishing the identity and function of macrophages.

### m^6^A marks transcripts with critical functions during macrophage differentiation and polarisation

Coupling of m^6^A with transcriptional and translational changes occurs on critical genes involved in different states of macrophages (Figs. 2D, 3A and Table S3), indicating that m^6^A may be a regulatory mechanism controlling their expression and function. m^6^A was present on transcripts with essential roles in macrophage development, maintenance and phagocytic function, including *CSF1* (Macrophage Colony Stimulating factor 1) [79], *MSR1* (Macrophage Scavenger Receptor 1) [80] and *CD36* (Scavenger Receptor Class B, Member 3) [81], in association with increased gene expression and translation levels in macrophages compared to monocytes (Fig. 3B, 3C and S3A). 

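*CSF1* (chromosome 1, 109910242–109930992) had 0.662 ± 0.259 CPM in the polysome fraction of Mo and 339 ± 7.98 in Mϕ (mean ± SD of 3 libraries each). The Mo libraries held 22, 17 and 9 *CSF1* fragments. *MSR1* (chromosome 8, 16107878–16567490) rose from 0.293 ± 0.192 to 172 ± 6.60 CPM, from 3, 6 and 12 fragments in the Mo libraries. *CD36* (chromosome 7, 80369575–80679277) rose from 3.58, 3.81 and 3.12 CPM in the Mo libraries to 207 ± 3.89 CPM. In edgeR the log2 fold changes in Mϕ compared to Mo were 9.01 for *CSF1* (SE 0.487, adjusted p 3.48e-07), 9.21 for *MSR1* (SE 0.445, adjusted p 1.52e-07) and 5.91 for *CD36* (SE 0.166, adjusted p 5.15e-09). For each gene every Mϕ library was above every Mo library (exact two-sided permutation p 0.1, the lowest that 3 against 3 libraries can give). The fold change of *MSR1* moved most over the alternatives, from 8.84 to 9.81, both in fits that left out a library. The adjusted p of edgeR with the replicate block was 1.11e-05 for *CSF1*, 2.12e-06 for *MSR1* and 4.69e-07 for *CD36*.

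**Figure D3:**
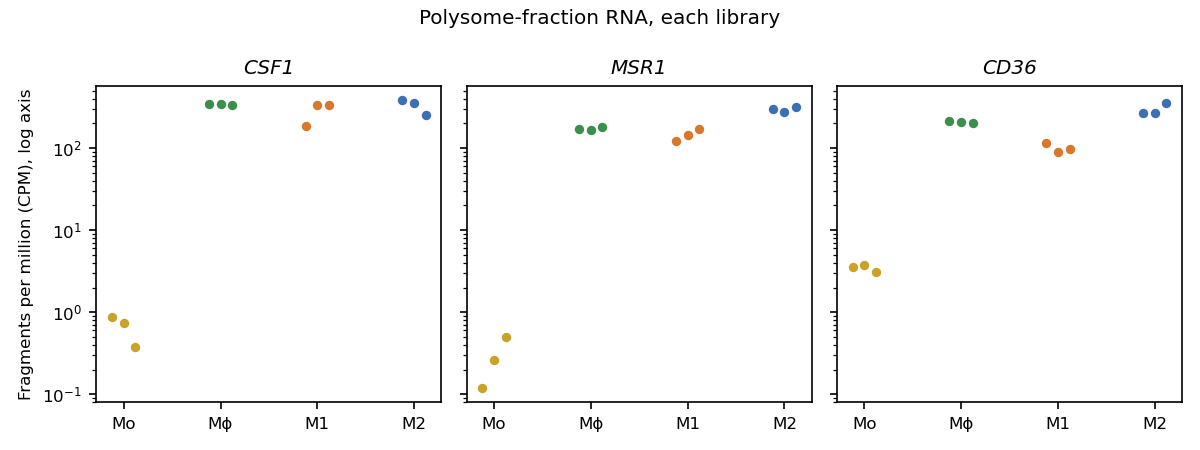
*CSF1*, *MSR1* and *CD36* RNA in the polysome fraction of Mo, Mϕ, M1 and M2, in CPM on a log axis. Each point is 1 of 3 libraries per group.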

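*TLR4* (chromosome 9, 117704332–117716871) had 51.5 ± 2.00 CPM in the polysome fraction of Mo, 67.6 ± 3.16 in Mϕ and 244 ± 63.6 in M1 (mean ± SD of 3 libraries each). In edgeR its log2 fold change in M1 was 2.35 compared to Mϕ (SE 0.268, adjusted p 0.000120) and 2.77 compared to Mo (SE 0.272, adjusted p 1.92e-05). *ICAM1* (chromosome 19, 10270835–10286615) had 2.13 ± 0.156 CPM in Mo, 65.3 ± 3.51 in Mϕ and 880.3 ± 205 in M1. Its log2 fold change in edgeR was 4.25 compared to Mϕ (SE 0.289, adjusted p 2.53e-06) and 9.20 compared to Mo (SE 0.365, adjusted p 1.59e-08). *YAP1* (chromosome 11, 102110461–102233423) had 8.26 ± 0.813 CPM in Mo and 35.1 ± 0.545 in Mϕ, and 0, 16.8 and 14.2 CPM in the M1 libraries. Its log2 fold change in M1 was −1.17 compared to Mϕ (SE 1.24, edgeR adjusted p 0.580) and 0.94 compared to Mo (SE 1.24, edgeR adjusted p 0.614). The groups did not overlap for *TLR4* and *ICAM1* in either comparison, nor for *YAP1* against Mϕ (exact two-sided permutation p 0.1), while M1 and Mo overlapped for *YAP1* (exact permutation p 0.8). *YAP1* against Mϕ moved most in a fit of 10 libraries without M1 library 1 and M2 library 3, chosen after seeing the data, to −0.52 (edgeR adjusted p 0.00176; 0.0106 to 0.704 over the other alternatives). Against Mo, *YAP1* was 1.63 in that fit (edgeR adjusted p 1.97e-08) and 1.53 without M1 library 1 alone (edgeR adjusted p 6.76e-06). Over the alternatives other than the fit of 10 libraries, its adjusted p against Mo was under 0.05 in 2 of 13. In M1 compared to Mϕ, the adjusted p of edgeR with the replicate block was 0.000721 for *TLR4*, 5.67e-05 for *ICAM1* and 0.561 for *YAP1*.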

In M1 pro-inflammatory-like macrophages, m^6^A was found in transcripts that are highly expressed and translated during macrophage response to infection including *TLR4* (Toll-Like Receptor 4) [82], *ICAM1* (Intracellular Adhesion Molecule 1) [83] and *YAP1* (Yes-associated protein 1) [84] (Figs. 3D, 3E and S3B). 

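*CD163* (chromosome 12, 7470813–7503893) was sparse in the polysome fraction, at 0.184 ± 0.143 CPM in Mo, 2.46 ± 0.118 in Mϕ and 4.64 ± 2.37 in M2 (mean ± SD of 3 libraries each). It stayed under the RPKM filter and was not tested with edgeR in the chosen fit. The exact two-sided permutation p was 0.3 for M2 against Mϕ and 0.1 for M2 against Mo. Without the filter its log2 fold change in M2 was 0.97 compared to Mϕ (edgeR adjusted p 0.846; 0.992 with filterByExpr) and 4.69 compared to Mo (edgeR adjusted p 0.0996; 0.0618 with filterByExpr). *COL6A2* (chromosome 21, 46098097–46132849) had 2.52 ± 0.390 CPM in Mo and 12.7 ± 2.31 in Mϕ, and 39.9, 39.6 and 15.8 CPM in the M2 libraries. Its log2 fold change in edgeR was 1.39 compared to Mϕ (SE 1.19, adjusted p 0.795) and 3.75 compared to Mo (SE 1.30, adjusted p 0.0739). *CD209* (chromosome 19, 7739994–7747564) had 4.18 ± 0.290 CPM in Mo, 76.3 ± 3.34 in Mϕ and 407 ± 28.8 in M2. Its log2 fold change in edgeR was 2.49 compared to Mϕ (SE 1.24, adjusted p 0.417) and 6.70 compared to Mo (SE 1.51, adjusted p 0.00946). For *COL6A2* and *CD209* each M2 library was above each Mϕ and each Mo library (exact permutation p 0.1). The joint fit also takes in the uneven libraries of M1 and M2. Fitting only M2 and Mϕ gave an edgeR adjusted p of 2.74e-05 for *CD209* and 0.0405 for *COL6A2*, and the ranges over all alternatives were 3.79e-11 to 0.772 and 3.30e-07 to 1. Against Mϕ, the edgeR adjusted p with the replicate block was 0.586 for *CD209* and 0.921 for *COL6A2*.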

In M2 macrophages, the scavenger receptor *CD163*, the anti-inflammatory factor *COL6A2* (Collagen type VI alpha 2 chain), and the C-type lectin *CD209* were all m^6^A-modified (Figs. 3F, G and S3C). These genes have established roles in M2 macrophage biology [85–87]. In conclusion, we found that m^6^A is present in genes that are pivotal for macrophage functions.

**Fig. 3:**
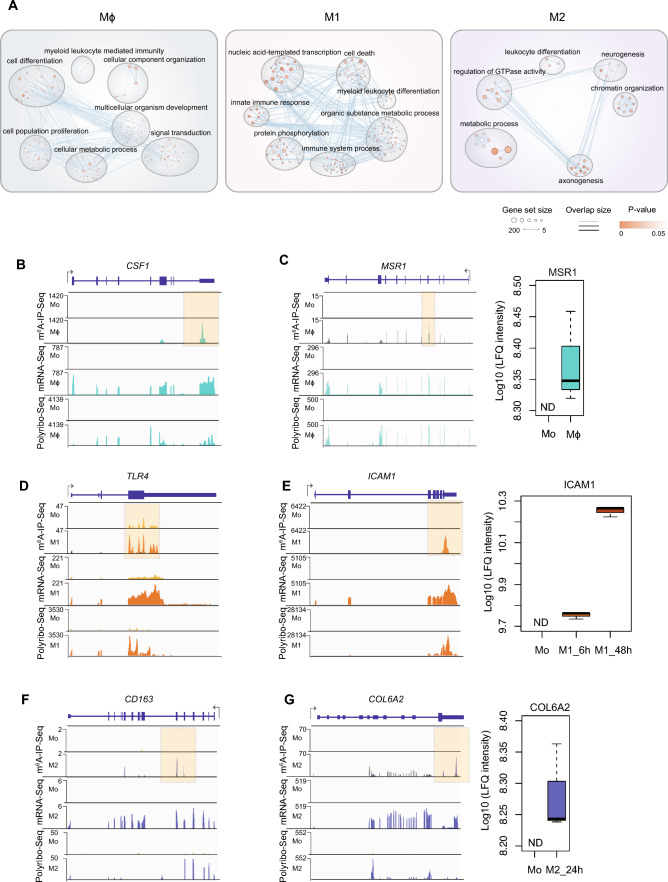
m^6^A marks critical genes that regulate macrophage differentiation and function. **A** Enrichment map of gene ontology terms representing genes with enriched m^6^A peaks in Mϕ, M1 and M2 populations. **B–G** Coverage plots of m^6^A-IP-Seq (top), mRNA-Seq (middle) and Polyribo-Seq (bottom) for **B** *CSF1* and **C** *MSR1* in Mϕ, **D** *TLR4* and **E** *ICAM1* in M1, and **F** *CD163* and **G** *COL6A2* in M2. m^6^A-IP-Seq tracks show the overlay of input (grey) and IP (yellow, green, orange and blue for Mo, Mϕ, M1 and M2 respectively) data. m^6^A peaks are highlighted within a dotted box. m^6^A-IP-Seq coverage plots are displayed in BPM (bins per million reads, Bin size = 1). mRNA-Seq and Polyribo-Seq coverage plots are displayed in RPKM (reads per kilobase per million reads). **C**,** E** and** G** Right: Protein abundance as measured by LC–MS/MS, ND, non-detected. Peptides corresponding to CSF1, TLR4 and CD163 are not detectable by LC–MS/MS, potentially due to the common limitations of mass spectrometry including low signal-to-noise events, loss of spectra due to unanticipated protease digestion problems and unexpected post-translational modifications

### Transcriptome-wide RNA 5 hmC profiling reveals its presence on transcripts relevant to macrophage differentiation and function

Next, we examined the transcriptome-wide distribution of 5 hmC in monocytes and macrophages using 5 hmC RNA immunoprecipitation sequencing (5 hmC-IP-Seq). Overall, we identified between 151 and 182 5 hmC peaks for monocytes and macrophages corresponding to 128–161 genes (Table S4), of which 31 5 hmC peaks (corresponding to 24 genes) were common to monocytes and macrophages, 99 5 hmC peaks (in 94 genes) were exclusive to monocytes and 26 5 hmC peaks (in 25 genes) were shared by all macrophages (Fig. 4A). Despite a global decrease of RNA 5 hmC in macrophages compared to monocytes (Fig. 1E and G), the number of increased and decreased RNA 5 hmC peaks in Mϕ compared to Mo was similar (Fig. S4A). The number of differential 5 hmC peaks detected during the transition of Mϕ to M1 or Mϕ to M2 was less than half of those observed in Mo to Mϕ (Fig. 4A). This finding is consistent with the observed lack of changes in global 5 hmC levels between polarised and non-polarised macrophages (Fig. 1E and G).

**Fig. 4.**
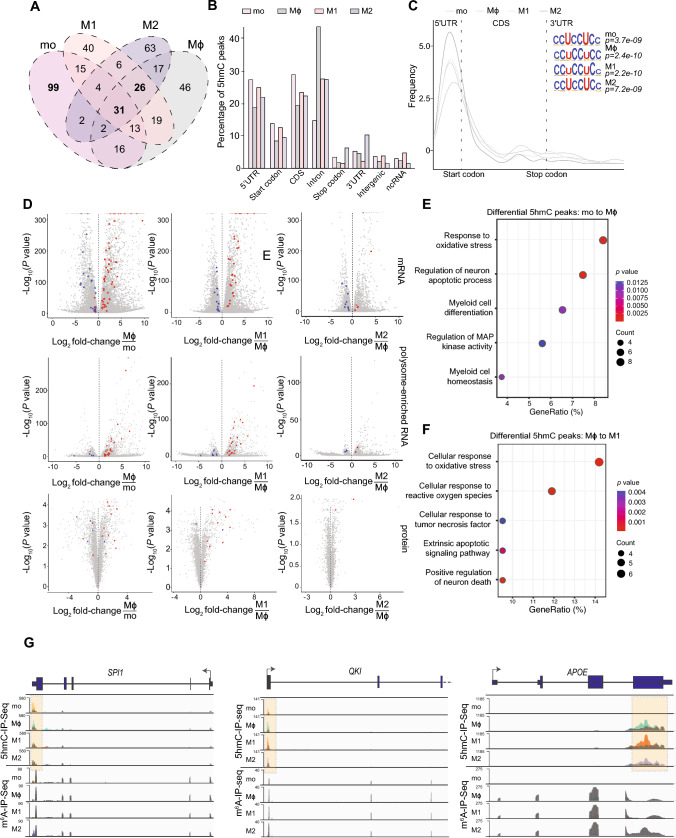
5 hmC is present in genes involved in monocyte-to-macrophage differentiation and polarisation. **A** Venn diagram showing the overlap of 5 hmC peaks detected in Mo, Mϕ, M1 and M2. **B** Percentage of 5 hmC peaks identified by 5 hmC-IP-Seq in defined transcript and genomic regions: coding sequence (CDS), 5′ untranslated region (5′UTR), 3′ untranslated region (3′UTR), start and stop codons, intergenic regions and non-coding RNA (ncRNA) found in Mo, Mϕ, M1 and M2. **C** Metagene profiles detailing 5 hmC distribution along a normalised transcript and top enriched sequence motifs identified by 5 hmC-IP-Seq in all cell types. **D** Volcano plots showing differential gene expression (mRNA, top), translation (polysome-enriched RNA, middle) and protein (bottom) levels. Differential 5 hmC peaks (red: increased, blue: decreased) are shown for Mϕ compared to Mo, M1 compared to Mϕ and M2 compared to Mϕ. **E** Gene ontology analysis on differential 5 hmC peaks during Mo to Mϕ differentiation **F** Coverage plots for 5 hmC-IP-Seq (top) and m^6^A-IP-Seq (bottom) data from Mo, Mϕ, M1 and M2 shown for *SPI*, *QKI1* and *APOE*. 5 hmC- and m^6^A-IP-Seq tracks show the overlay of input (grey) and IP (yellow, green, orange and purple for Mo, Mϕ, M1 and M2 respectively) data. A 5 hmC peak is highlighted within a dotted box. 5 hmC and m^6^A-IP-Seq coverage plots are displayed in BPM (bins per million reads, Bin size = 1). **G** Gene ontology analysis on differential 5 hmC peaks during Mϕ to M1 polarisation

The majority of 5 hmC peaks were found in the CDS, intronic and 5′ UTR regions (~ 25% for each feature) (Fig. 4B). In contrast to m^6^A, 5 hmC metagene profiles revealed strong enrichment of this modification towards the 5′ UTR of mRNA transcripts (Fig. 4C). In addition to an enrichment of UCC-rich repeats reported previously in peaks containing RNA 5 hmC [21, 23], we also identified CCG- and CA-rich motifs in all four stages of monocyte-to-macrophage differentiation and polarisation (Figs. 4C and S4B). 

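A gene was counted as gaining 5 hmC when Table S4 lists a peak for it in the later state and none in the earlier, and as losing 5 hmC in the reverse case. Peak calling depends on abundance, so a transcript that rises may gain a called peak without a change in 5 hmC. This was not tested, and no lists matched on expression level were drawn for 5 hmC. In the polysome fraction of Mϕ compared to Mo, the 98 tested genes that gained 5 hmC had a median log2 fold change of 0.33, against −0.018 for all other tested genes (limma camera adjusted p 1.51e-06). 33 of them were called higher and 6 lower. In M1 compared to Mϕ the 53 genes that gained 5 hmC had a median of 0.36, against −0.42 (limma camera adjusted p 1.01e-13), with 20 called higher and 2 lower. Genes that lost 5 hmC had medians of −0.12 in Mϕ (119 genes, limma camera adjusted p 0.738) and −0.29 in M1 (73 genes, limma camera adjusted p 0.703). The result moved most when the inter-gene correlation was estimated from the libraries, which gave genes that gained 5 hmC a limma camera adjusted p of 0.211 in Mϕ and 0.108 in M1. Their medians with the replicate block were 0.33 in Mϕ and 0.31 in M1 (limma camera adjusted p 6.61e-06 and 4.20e-11).

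**Figure D4:**
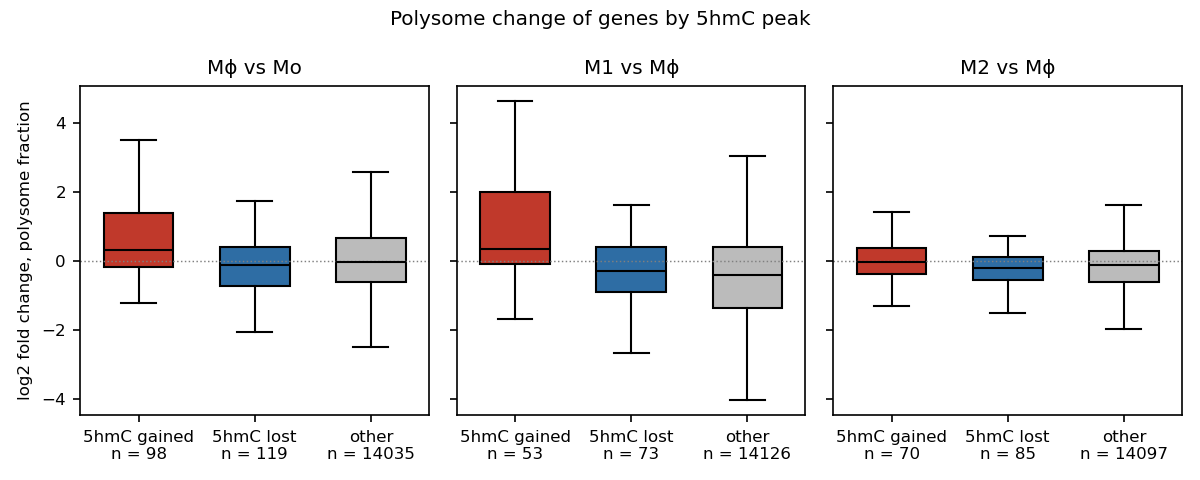
Log2 fold change in the polysome fraction of genes that gained 5 hmC, genes that lost 5 hmC and all other tested genes, for Mϕ compared to Mo, M1 compared to Mϕ and M2 compared to Mϕ. Boxes show the median and quartiles of an edgeR fit of 3 libraries per group, whiskers reach 1.5 times the interquartile range, and points beyond them are not drawn.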

Notably, like m^6^A, we also observed a trend by which RNA 5 hmC levels are enriched in highly expressed and translated transcripts as Mo differentiate into Mϕ and following polarisation of Mϕ into M1 macrophages (Fig. 4D). The association between RNA 5 hmC levels and transcription or translation during M2 polarisation was not as obvious, possibly due to fewer quantifiable transcripts and proteins in M2 macrophages (Fig. 4D).

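In the polysome fraction of M2 compared to Mϕ, the 70 tested genes that gained 5 hmC had a median log2 fold change of −0.021, against −0.12 for all other tested genes (limma camera adjusted p 0.233). 3 were called higher and 1 lower. The 85 genes that lost 5 hmC had a median of −0.20 (limma camera adjusted p 0.320), and 4 of them were called, each lower. For genes that gained 5 hmC the adjusted p of limma camera was lowest without a filter on abundance, 0.0225, and ran up to 0.883 over the alternatives. It was, with the replicate block, 0.221 for gained and 0.445 for lost 5 hmC by limma camera. The paper proposes fewer quantifiable transcripts and proteins in M2 as a possible reason, and proteins were not analysed here. Genes above 1 RPKM in the polysome fraction numbered 11994 ± 432 in Mo, 12404 ± 248 in Mϕ, 9045 ± 2055 in M1 and 11044 ± 359 in M2 (mean ± SD of 3 libraries each). The difference of M2 was −1359 genes compared to Mϕ, −950 compared to Mo and 1999 compared to M1 (exact two-sided permutation p 0.1 each). M1 library 1 had 6674 such genes, and without it the mean of M1 was 10231. The difference from M1 therefore rests in large part on that library. With every library drawn down to 21625537 fragments, the depth of the smallest, the differences were −1357, −945 and 1995. Of the genes that gained 5 hmC, 70 of 81 were tested for M2 and 53 of 61 for M1. A gene was tested when its mean passed 1 RPKM in any group, so it need not be quantifiable in M2 or M1. The larger number tested for M2 also follows from the longer list. These numbers therefore do not bear on the proposed reason.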

GO analysis on transcripts with differential RNA 5 hmC peaks between Mo and Mϕ revealed enrichment of functions relevant to myeloid differentiation and homeostasis (Fig. 4E). Relevant genes within these GO categories include the macrophage transcription factor *SPI1*/*PU.1* [88], and *FOXO3* which regulates autophagy [89]; an essential stimulus for monocyte-macrophage differentiation (Figs. 4F and S4C). *QKI* transcripts encoding a splicing factor that promotes monocyte differentiation into macrophages also exhibited increased RNA 5 hmC peak in Mϕ [90] (Fig. 4F). Functions associated with the regulation of MAP kinase activity and oxidative stress, which are pivotal for macrophage differentiation [91, 92], were enriched (Fig. 4E). Significant enrichment of differential RNA 5 hmC peaks was also observed in *MCL1,* a switch that modulates macrophage viability or apoptosis during bacterial clearance [93] (Fig. S4D).

In line with the roles of M1 macrophages, differential RNA 5 hmC peaks in M1 compared to Mϕ were enriched in functions associated with responses to reactive oxygen species, tumour necrosis factor and apoptosis involved in pro-inflammatory processes [73, 92, 93] (Fig. 4G). Key genes within these categories include *APOE* and *MCL1* [93, 94] (Figs. 4F and S4D). GO analysis was not performed on M2 macrophages given the limited number of differential RNA 5 hmC peaks (n = 30) in M2 compared to Mϕ. However, we observed enriched RNA 5 hmC peaks in transcripts encoding proteins known to be expressed at high levels and/or secreted by M2. They include a classical M2 marker, FN1 (44), and a mesenchymal marker, Vimentin (VIM) (Fig. S4E); both have been shown to be involved in the anti-inflammatory process of wound healing [95, 96]. In summary, we report that RNA 5 hmC is present in transcripts with functional relevance in macrophages.

### RNA m^6^A and 5 hmC co-occur on opposite ends of key monocyte and macrophage transcripts

Given that m^6^A and 5 hmC-modified mRNAs were both enriched for functions pertinent to different states of macrophages, we determined whether these modifications occurred on the same transcript or if the presence of one or the other was exclusive. Nearly two-thirds of the mRNAs bearing 5 hmC in monocytes or macrophages were also modified by m^6^A (Fig. 5A). A significant association between 5 hmC and m^6^A changes was also observed during monocyte-to-macrophage differentiation and polarisation (Fig. 5B, p = 2.2e−16, Fisher’s Exact Test). mRNAs bearing both 5 hmC and m^6^A marks include some of those highlighted above: *FOXO3* and *MCL1* (Fig. S4C and S4D). However, we did not detect m^6^A peaks in the other 5 hmC-modified transcripts described herein (Figs. 4F and S4E). In the vast majority of transcripts, RNA 5 hmC peaks were found in the 5' UTR and near transcriptional start sites, whereas m^6^A peaks were enriched in the 3' UTR and near stop codons (Fig. 5C). Notably, in some cases, such as *FAM20C* and *MFSD12*, we observed an enrichment of 5 hmC and m^6^A peaks mapping to different alternative 5' and 3' isoforms in macrophages (Fig. 5D).

**Fig. 5.**
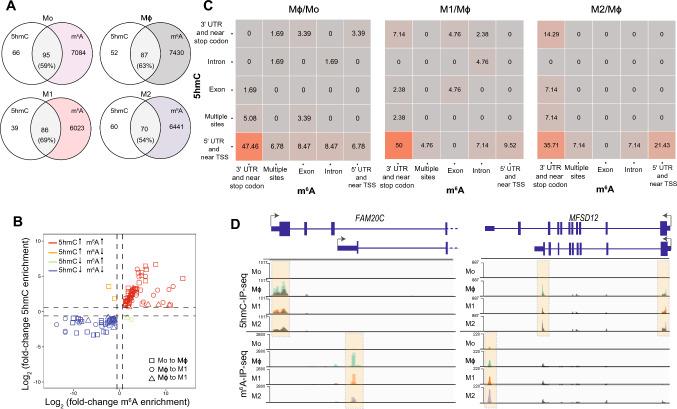
5 hmC and m^6^A co-occur in genes that regulate macrophage differentiation and polarisation. **A** Number and percentages of transcripts bearing both m^6^A and 5 hmC in Mo, Mϕ, M1 and M2. **B** The association between m^6^A and 5 hmC enrichment on 5 hmC-modified transcripts during macrophage differentiation and polarisation. **C** The proportion of differentially enriched 5 hmC and m^6^A peaks that co-occurred in defined transcript regions (UTR, untranslated region; TSS, transcriptional start site, exon and intron) during macrophage differentiation and polarisation. **D** 5 hmC and m^6^A peaks in *FAM20C* and *MSDF12* transcripts identified in 5 hmC-IP-Seq (top) and m^6^A-IP-Seq (bottom) data from Mo, Mϕ, M1 and M2. 5 hmC- and m^6^A-IP-Seq tracks show the overlay of input and IP data. m^6^A and 5 hmC peaks are highlighted within dotted boxes. 5 hmC- and m^6^A-IP-Seq coverage plots are displayed in BPM (bins per million reads, Bin size =1)

Overall, we have identified several key genes presenting differential 5 hmC methylation in monocytes and macrophages. As with m^6^A, we observe an enrichment of 5 hmC in genes that are highly expressed and translated in these cells, suggesting that 5 hmC may also be regulating genes with functions relevant to monocytes and macrophages. Furthermore, we identify important macrophage regulators bearing both RNA modifications, located on opposite ends of the mRNA. To the best of our knowledge, these results are the first to identify the presence of 5 hmC in mRNAs that are also m^6^A-modified. The co-occurrence of these modifications on these genes adds another dimension to the complex regulatory dynamics exhibited by RNA.

### METTL3 regulates the expression of macrophage differentiation and polarisation genes

We determined the expression of m^6^A regulatory genes involved in macrophage differentiation and observed a significant decrease in *METTL3* expression by mRNA-seq in macrophages compared to monocytes (Fig. 6A). A relatively lower abundance of METTL3 transcripts was detected in the polysome fractions of macrophages compared to monocytes (Fig. 6A). 

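*METTL3* (chromosome 14, 21498133–21511375) had 44.3 ± 1.28 CPM in the polysome fraction of Mo, 19.4 ± 0.646 in Mϕ, 17.3 ± 9.21 in M1 and 23.9 ± 0.961 in M2 (mean ± SD of 3 libraries each). The M1 libraries had 27.7, 14.0 and 10.2 CPM. The first is the uneven one, for which a model of few starting RNA molecules gave 462 fragments per molecule. Its 599 *METTL3* fragments may thus come from very few molecules, which limits the M1 mean and the separation below. Each macrophage library was below each Mo library (exact two-sided permutation p 0.1 for each state). In edgeR the log2 fold change compared to Mo was −1.17 in Mϕ (SE 0.298, adjusted p 0.0214), −0.97 in M1 (SE 0.297, adjusted p 0.0308) and −0.80 in M2 (SE 0.296, adjusted p 0.0930). The median of all tested genes compared to Mo was −0.40 in M1 and −0.15 in M2. Adjusted only over the 25 results for the genes the paper names beside a polysome result, the edgeR p was 0.00675, 0.0153 and 0.0323. Over the alternatives the adjusted p ran from 9.04e-11 to 0.221 in Mϕ, from 2.01e-05 to 0.160 in M1 and from 5.94e-06 to 0.353 in M2, highest in each state without the abundance filter. In the fit of 10 libraries, which these ranges leave out, it was 2.32e-06 in M1 by edgeR. Fitting only Mo and M2 moved M2 to −0.69 (edgeR adjusted p 0.00249). With the replicate block the edgeR adjusted p was 0.0529 in Mϕ, 0.0618 in M1 and 0.163 in M2.

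**Figure D5:**
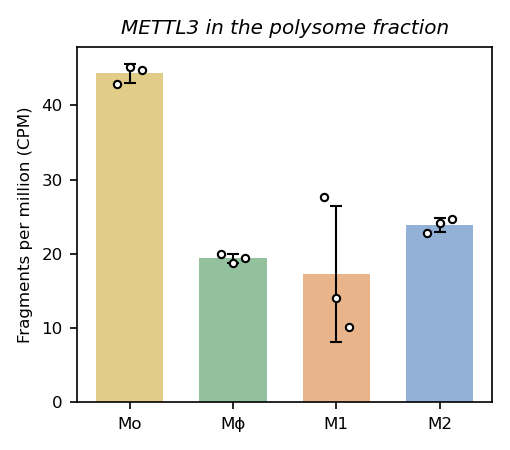
*METTL3* RNA in the polysome fraction of Mo, Mϕ, M1 and M2, in CPM. Bars show the mean, error bars the SD and points the 3 libraries per group.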

Protein levels of METTL3 and other components of the m^6^A writer complex (METTL14, VIRMA, ZC3H13, WTAP and RBM15) were also diminished in macrophages compared to monocytes (Fig. 6B and C). This decrease in protein levels of components of the methyltransferase complex, including METTL3 that deposits m^6^A, explains the observed decrease of global m^6^A levels during monocyte-to-macrophage differentiation (Fig. 1D).

**Fig. 6:**
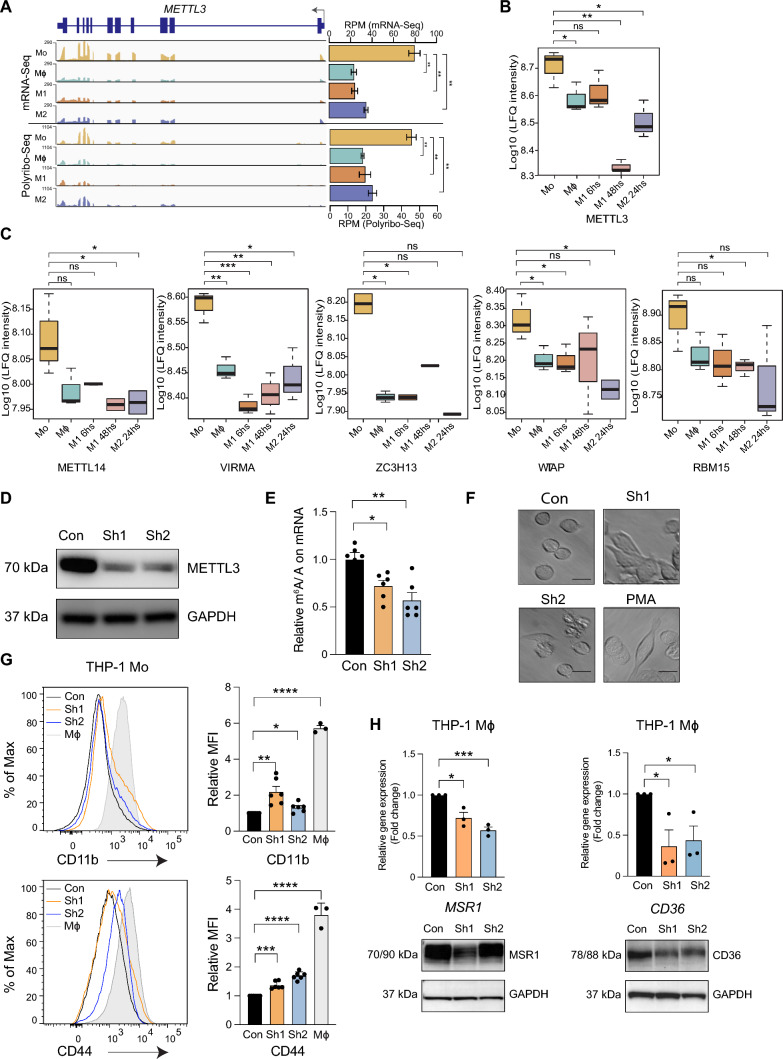
Stable METTL3 depletion may inadvertently perturb gene expression necessary for monocyte and macrophage differentiation and polarisation. **A** *METTL3* coverage plots showing reads per kilobase per million reads (RPKM) for mRNA-Seq (top) and Polyribo-Seq (bottom) data from Mo, Mϕ, M1 and M2. **B** METTL3 protein abundance as measured by LC–MS/MS. **C** METTL14, VIRMA, ZC3H13, WTAP and RBM15 protein levels in Mo, Mϕ, M1 and M2 as measured by LC–MS/MS. **D** Western blot showing METTL3 and GAPDH protein levels following THP-1 transduction with control (Con) or METTL3-specific (Sh1 and Sh2) shRNAs. **E** Relative m^6^A/A in polyadenylated RNA from control and METTL3 depleted cells measured by LC–MS/MS. **F** Microscopy images showing morphological changes in THP-1 cells transduced with control and METTL3-targeting shRNAs or exposed to PMA (positive control). **G** Flow cytometry profiles and quantification (Mean Fluorescence Intensity (MFI) showing changes in the relative expression of the macrophage cell surface markers CD11b and CD44 following METTL3 depletion in Mo. **H** Gene expression (top) and protein level (bottom) changes for MSR1 and CD36 following METTL3 depletion in Mϕ cells. All data are from at least three independent experiments. Bar plots show mean ± SEM. An unpaired two-tailed Student’s t-test was used to determine significance, denoted by ns, not significant; *, *p* < 0.05; *** and *p* < 0.001

To validate the role of METLL3 and m^6^A during monocyte-to-macrophage differentiation in vitro*,* we depleted *METTL3* in THP-1 (Mo) cells using short hairpin RNAs (Fig. 6D). As expected, the depletion of *METTL3* led to a significant decrease in global m^6^A levels on mRNA (Fig. 6E). Following METTL3 depletion, THP-1 cells (Mo) exhibited macrophage-like morphology, including adherence to the bottom of the culture flask, enlargement of the cell body and amoeboid appearance (Fig. 6F). Additionally, METTL3-depleted cells expressed higher levels of the macrophage-associated cell surface markers that are non-m6A-modified including CD11b and CD44 (Fig. 6G). However, their expression levels were markedly lower (3- to 4-fold less in mean fluorescence intensity) than PMA-differentiated cells, indicating that the spontaneous differentiation into macrophages facilitated by METTL3 depletion was incomplete. Notably, in METTL3-depleted Mϕ macrophages (Fig. 6D), which demonstrated significantly lower global m^6^A levels on mRNA (Fig. 6E), we observed a significant reduction in both mRNA expression and protein levels of MSR1 (Fig. 6H) and CD36 (Fig. 6I), and mRNA expression of *CSF1* (Fig. S5A). Therefore, stable depletion of METTL3 may have caused diminished m^6^A deposition and consequently diminished expression of these genes, which would otherwise increase during macrophage differentiation (Figs. 3B, C and S3A). We further confirmed in M1 and M2 macrophages that engineered METTL3 depletion led to reduced mRNA and/or protein levels encoded by key genes that should normally be more highly expressed in these macrophage subtypes (Figs. 3D–G, S3B, S3C, S5B and S5C). Notably, for *ICAM1* and *YAP1*, METTL3 depletion did not consistently alter the expression of *ICAM1* and *YAP1* mRNAs but decreased ICAM1 and YAP1 protein levels, consistent with previous reports that m^6^A changes may directly affect protein translation without altering mRNA levels [97, 98]. Collectively, our results indicate that the persistence of m^6^A is required to regulate key macrophage differentiation and polarisation genes despite a global METTL3 loss in macrophages. Stable depletion of METTL3 alone without profiling how m^6^A changes alters the expression of key genes involved during progressive macrophage differentiation and polarisation may mask the identification of critical genes in these processes that may be regulated via m^6^A.

### Regulation of RNA 5 hmC by TET enzymes controls the stability of mRNA in macrophages

Given that TET enzymes are known to regulate RNA 5 hmC, we determined whether their expression is also associated with the decrease of RNA 5 hmC during monocyte-to-macrophage differentiation. Based on mRNA-Seq data, *TET1* expression diminished during monocyte-to-macrophage differentiation and our polysome profiling data similarly inferred lower *TET1* translation in macrophages compared to monocytes (Fig. 7A). 

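*TET1* (chromosome 10, 68560656–68694482) had 30.9 ± 2.38 CPM in the polysome fraction of Mo, 2.97 ± 0.212 in Mϕ, 0.358 ± 0.440 in M1 and 1.18 ± 1.04 in M2 (mean ± SD of 3 libraries each). The M1 libraries held 0, 8 and 25 *TET1* fragments and the M2 libraries 40, 48 and 0. The libraries at 0 are the uneven ones, so a 0 there may be a transcript missed among few molecules. Each macrophage library was below each Mo library (exact two-sided permutation p 0.1 for each state). In edgeR the log2 fold change compared to Mo was −3.35 in Mϕ (SE 1.53, adjusted p 0.213), −5.80 in M1 (SE 1.72, adjusted p 0.0274) and −4.61 in M2 (SE 1.62, adjusted p 0.0767). Over the list of 25 results the edgeR adjusted p was 0.0719, 0.0143 and 0.0282. The joint fit takes in the M1 and M2 libraries with no *TET1* fragment. Fitting only Mo and Mϕ gave −3.33 (edgeR adjusted p 5.67e-16), and over the alternatives the adjusted p ran from 5.67e-16 to 0.454 in Mϕ, from 1.75e-05 to 0.0838 in M1 and from 6.43e-08 to 0.171 in M2. The fit of 10 libraries, left out of these ranges, gave 7.82e-09 in M1 by edgeR. With the replicate block it was 0.350 in Mϕ, 0.0713 in M1 and 0.168 in M2 by edgeR.

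**Figure D6:**
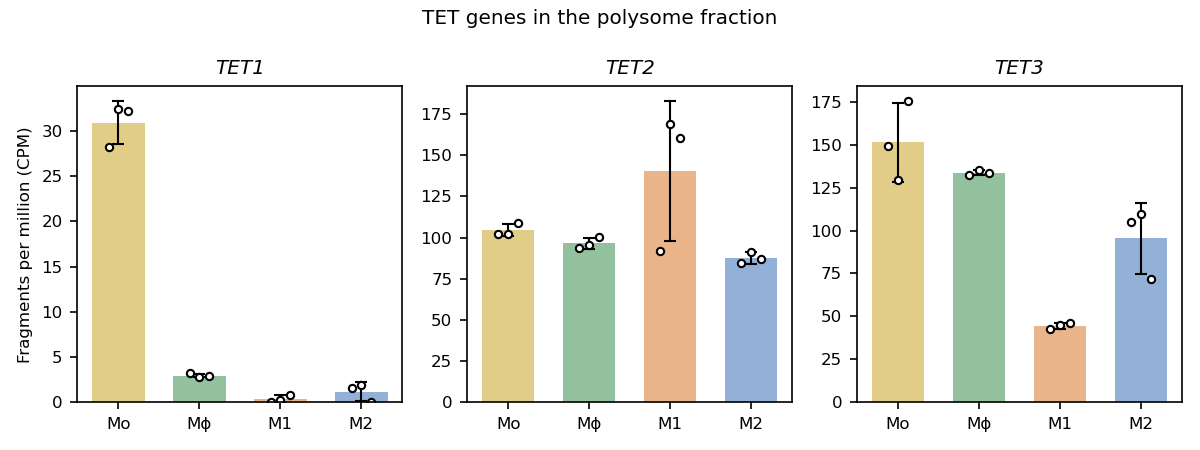
*TET1*, *TET2* and *TET3* RNA in the polysome fraction of Mo, Mϕ, M1 and M2, in CPM. Bars show the mean, error bars the SD and points the 3 libraries per group.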

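*TET2* (chromosome 4, 105145875–105279816) had 104 ± 3.70 CPM in the polysome fraction of Mo, 96.6 ± 3.33 in Mϕ, 140.5 ± 42.3 in M1 and 87.6 ± 3.48 in M2 (mean ± SD of 3 libraries each). *TET3* (chromosome 2, 73986404–74108176) had 151 ± 23.1 CPM in Mo, 134 ± 1.45 in Mϕ, 44.7 ± 1.77 in M1 and 95.4 ± 20.5 in M2. For *TET2* the log2 fold change compared to Mo in edgeR was −0.089 in Mϕ (SE 0.274, adjusted p 0.967), 0.96 in M1 (SE 0.277, adjusted p 0.0245) and −0.16 in M2 (SE 0.274, adjusted p 0.799). The M1 and Mo libraries overlapped for *TET2* (exact two-sided permutation p 0.4). For *TET3* it was −0.16 in Mϕ (SE 0.202, adjusted p 0.822), −1.27 in M1 (SE 0.206, adjusted p 0.000808) and −0.57 in M2 (SE 0.203, adjusted p 0.0819) by edgeR. Each M1 and M2 library was below each Mo library for *TET3*, and each Mϕ and M2 library for *TET2* (exact permutation p 0.1 each). The Mϕ and Mo libraries overlapped for *TET3* (exact permutation p 0.4). *TET2* in M1 moved most in the fit of 10 libraries chosen after seeing the data, to 1.38 (edgeR adjusted p 1.90e-10), and over the other alternatives its adjusted p ran from 7.53e-10 to 0.222. That of *TET3* ran from 5.02e-12 to 0.00505 in M1 and from 0.00136 to 0.405 in M2. With the replicate block the edgeR adjusted p in M1 was 0.0464 for *TET2* and 0.00381 for *TET3*.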

*TET2* and *TET3* mRNA enrichment showed no significant differences in the polysome fraction of macrophages compared to monocytes (Fig. 7A). Collectively, these data demonstrate that TET1, but not TET2 or TET3, expression correlated best with global RNA 5 hmC levels. We therefore speculate that TET1 may be the primary mediator of RNA 5-hydroxymethylation during monocyte-to-macrophage differentiation.

**Fig. 7:**
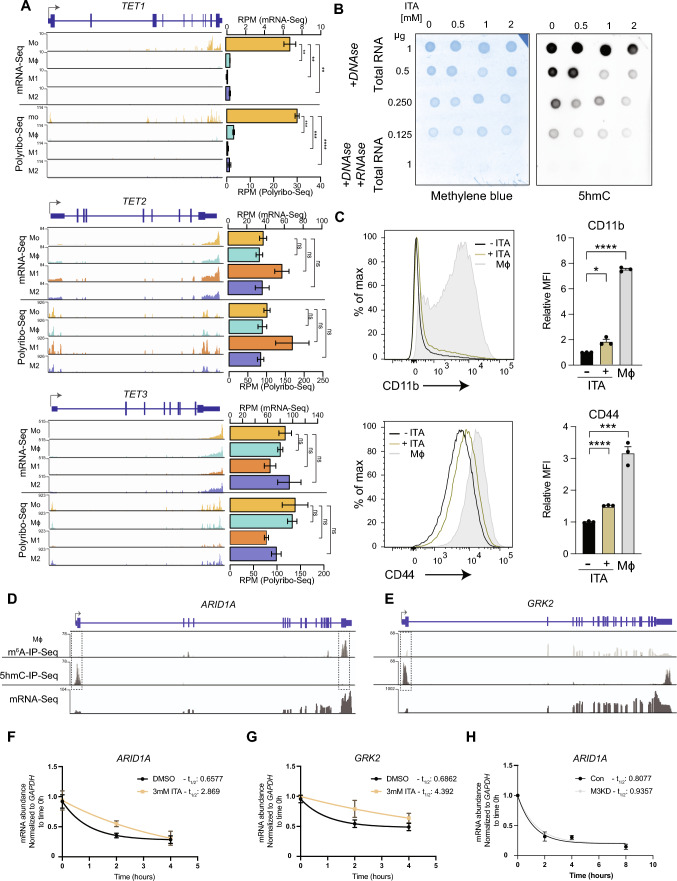
TET-regulated RNA 5 hmC controls half-life of critical transcripts in macrophages. **A** *TET1,2 and 3* coverage plots showing reads (RPKM) for mRNA-Seq (top) and Polyribo-Seq (bottom) data from Mo, Mϕ, M1 and M2. **B** Dot blot on total RNA from THP-1 Mo treated with increasing concentrations of Itaconic Acid (ITA) probed with anti-5 hmC antibody (right) and methylene blue loading control (left). Samples were treated with DNase to eliminate the possibility of detecting 5 hmC on DNA. Negative controls were treated with both DNase and RNase A. **C** Flow cytometry profiles and quantification (Mean Fluorescence Intensity (MFI)) showing changes in the relative expression of Mϕ cell surface markers CD11b and CD44, following treatment of THP-1 Mo with 2 mM Itaconic Acid (ITA) compared to control. Coverage plots of m^6^A-IP-Seq (top), 5 hmC-IP-Seq (middle) and mRNA-Seq (bottom) data for **D** *ARID1A* and **E** *GRK2* in Mϕ. **F **and** G** mRNA decay plots for *ARID1A* and *GRK2* in Itaconic Acid (ITA)-treated Mϕ. **H** mRNA decay plots for *ARID1A in* METTL3-depleted (M3KD) Mϕ**.** All data are from at least three independent experiments. Bar plots show mean ± SEM. An unpaired two-tailed Student’s t-test was used to determine significance, denoted by *, *p* < 0.05; ***, *p* < 0.001 and ****, *p* < 0.0001

Given that there is no reliable antibody against TET1 to validate the depletion of TET1 in cells, we resorted to inhibiting the catalytic activity of TETs by using the metabolite Itaconic Acid (ITA) to block their active sites, as reported in our recent study [99]. We confirmed that inhibition of TETs’ activities led to a decrease in global RNA 5 hmC levels in THP-1 monocytes (Fig. 7B). Following ITA treatment, THP-1 monocytes spontaneously expressed higher levels of the macrophage markers CD11b and CD44, although these changes were markedly lower than the levels achieved via PMA treatment (Fig. 7C). Our data indicate that inhibition of TETs in THP-1 monocytes may trigger their differentiation into macrophages but, like METTL3 depletion, it is insufficient to facilitate complete differentiation and polarisation of macrophages.

While exploring our 5 hmC-IP-Seq data, two genes were particularly noteworthy: *ARID1A* and *GRK2* (Fig. 7D and 7E). *ARID1A* (AT-Rich Interaction Domain 1A), a principal component of the BAF SWI/SNF chromatin remodelling complex, is required for maintenance of lineage-specific enhancers [100]**,** essential for myeloid differentiation [101] and induces the antiviral interferon response in macrophages [102]. *GRK2* (G Protein-Coupled Receptor Kinase 2), a central signalling node that modulates G protein-coupled receptors (GPCRs) and other cell signalling routes including the NF-KB and MAPK inflammatory pathways, is a critical regulator of chemotaxis [103] and myeloid-specific deficiency of *GRK2* results in excessive cytokine production in a sepsis model [104]. Since both *ARID1A* and *GRK2* have important functions in myeloid cell fate, we reasoned that the expression of these genes must be tightly regulated and hypothesised that RNA 5 hmC is involved in this process. Even though the role of RNA 5 hmC is still unclear, studies have linked the presence of this mark with transcript stability [23, 25]. We therefore determined whether 5 hmC regulates the stability of *ARID1A* and *GRK2* transcripts by measuring their decay rates in 5 hmC-depleted Mϕ using ITA to block TETs’ activity. As a negative control *MYC* transcripts are not modified by 5 hmC (Fig. S6A) and thus, *MYC* RNA half-life was not affected by ITA treatment in Mϕ (Fig. S6B). However, the half-life of *ARID1A* and *GRK2* was 4 to 6 times longer in 5 hmC-depleted Mϕ (Fig. 7F and G). This finding is consistent with previous work performed in mESCs showing that RNA 5 hmC reduces the stability of crucial pluripotency-promoting transcripts (27) and that 5 hmC promotes *MERVL* retrotransposon destabilization (30). Given that *ARID1A* but not *GRK2* (Fig. 7D and E) harbours m^6^A, we also measured *ARID1A* RNA decay rate following METTL3 depletion in Mϕ (Fig. 7H) and found that METTL3 depletion does not affect *ARID1A* half-life. These data suggest that TET-mediated RNA 5 hmC reduces the stability of *ARID1A* and *GRK2* in THP-1- derived macrophages independently of m^6^A.

## Discussion

Following infection, sensing of danger signals leads to activation of the innate immune response and profound phenotypic changes drive monocyte-to-macrophage differentiation and polarisation [29, 31, 78]. Due to the critical role of these immune cells, extensive research has been conducted to understand the cellular and molecular mechanisms controlling them in homeostasis and disease. However, little is known as to how RNA modifications and altered expression of RNA modification enzymes are involved in this process. To address this gap, we generated a multi-omics dataset that profiled the transcriptome, m^6^A and 5 hmC epitranscriptomes, polyribosome-enriched mRNAs and proteome across four monocyte-macrophage states (Fig. 1A) and analysed m^6^A and 5 hmC patterns in the context of monocyte-to-macrophage differentiation and polarisation.

Despite an overall decrease in RNA m^6^A and 5 hmC levels in macrophages compared to monocytes (Fig. 1D, E and G), these modifications are present on a substantial number of transcripts (Figs. 2A and 4A). This observation implies that a global decrease of a particular RNA modification does not mean that all transcripts should also be ‘less’ modified and therefore, carry the functional consequences of the absence or a decrease of specific RNA modification. For example, while transcripts associated with the cessation of cell differentiation lose m^6^A, others that are critical for cell differentiation gained m^6^A to maintain the fidelity of monocyte-to-macrophage differentiation. Consistent with the need for RNA modifications to persist during cellular differentiation to maintain and/or enhance the levels of transcripts that are critical for this process, we observed incomplete monocyte-to-macrophage differentiation following METTL3 depletion or 5 hmC inhibition. Forceful removal of m^6^A and 5 hmC may inadvertently remove modifications that are required for the expression of specific transcripts to enhance this process. As such, this common experimental approach may not recapitulate the context-specific re-distribution of RNA modifications on defined sets of transcripts to define cellular identity. Our observations highlight the importance of mapping RNA modifications during progressive stages of cell differentiation rather than assessing RNA modification following the depletion of specific regulatory proteins to elucidate dynamic changes. In addition, some transcripts bearing RNA modifications may not promote monocyte differentiation and macrophage polarisation per se but are important to regulate macrophage functions when encountering specific environmental cues. Herein, we have provided key examples of these genes, but many others remain to be identified in future studies.

Through an integrative approach, we have identified stage-specific enrichment of RNA m^6^A and 5 hmC on select monocyte-macrophage genes (Figs. 2D and 4D), coherent with previously proposed co-transcriptional deposition models where m^6^A [67, 68] and 5 hmC [23] are deposited as transcription proceeds. In line with our findings, m^6^A and 5 hmC have been shown to promote translation in different contexts [21, 70, 105]. Interestingly, while RNA 5 hmC abundance is positively correlated with active mRNA translation in *D.melanogaster* [21], it did not seem to impact mRNA translation but instead reduced the stability of critical transcripts in mESCs [23]. By focusing on *ARID1A* and *GRK2*, our results support the role of 5 hmC in regulating transcript stability in mammalian cells (Fig. 7F and H). Since the temporal expression order of inflammatory molecules is influenced by mRNA stability (113), 5 hmC may be an additional regulatory layer that fine-tunes gene expression timing of key genes during the inflammatory response.

Another noteworthy observation arising from our study is that transcripts harbouring 5 hmC often harbour m^6^A, frequently on opposite ends of the molecule (Fig. 5C). In some cases, 5 hmC and m^6^A mark alternatively spliced isoforms (Fig. 5D), indicating that they may regulate alternative splicing and/or functions of these specific isoforms. Recently, others have recognised the interplay between RNA modifications [106]. For example, cooperation between m^6^A and 5mC has been reported to promote replication of murine leukemia virus [107] and enhance p21 translation in oxidative stress-induced cellular senescence [108]. Since RNA 5 hmC is a product of 5mC oxidation [109], it is tempting to speculate that an m^6^A-5mC-5 hmC axis can act on specific transcripts under distinct cellular contexts. Future studies exploring the nature of the interaction between RNA modifications should aim to establish whether one modification prevails over others and if they act synergistically or exclusively. Herein, we provide evidence that RNA 5 hmC can promote mRNA decay independently of m^6^A (Fig. 7F and H).

While there are studies investigating TET enzymes and DNA 5 hmC in macrophages [110–112], their roles in gene expression regulation remain unclear. To advance the current understanding of these enzymes in macrophage biology, their contribution to both RNA and DNA 5 hmC must be considered. Future research should aim to establish the mechanisms underpinning TETs' selectivity towards DNA and/or RNA. It is plausible that crosstalk between RNA-m^6^A and DNA 5 hmC is also involved in macrophage biology. Notably, recent work has shown that RNA-m^6^A regulates TET-1-mediated DNA 5 hmC to promote transcription and chromatin accessibility in cancer [113]. Future work should aim to distinguish the importance of the RNA-m^6^A-RNA-5 hmC axis and the RNA-m^6^A-DNA-5 hmC axis to gene expression regulation in macrophage development and functions. Our observations also remain to be confirmed in primary human monocytes and macrophages at specific stages of differentiation and polarization under physiological and pathological conditions.

Altogether, our observations raise at least three important points; first, patterns/associations observed at the global level cannot be directly extrapolated to explain mechanisms acting at the transcript level. Second, these data reinforce a concept that has emerged in the m^6^A literature [114], namely that RNA modifications have context-specific functions, and this is likely to be dictated by context-specific expression patterns of writers, erasers and reader proteins. As opposed to naturally occurring changes in the expression of these proteins that leads to redistribution of RNA modification across the transcriptome, stable depletion of one or more of them is likely to perturb the expression of key genes on which RNA modification needs to persist to regulate a given physiological process. Hence, experiments designed to profile RNA modifications alongside mRNA and protein changes during progressive states of cellular differentiation and polarisation is essential to identify key genes involved in these processes. Third, a transcript’s fate could be determined by more than one RNA modification, several modifications could co-exist and perhaps interact, cooperate and/or cross-regulate in different biological contexts.

From a clinical perspective, macrophage dysfunction has been associated with the development of multiple human disorders. In the context of cancer, tumour-associated macrophages derived from bone marrow monocytes are recruited through inflammatory signals released by cancer cells to enhance tumour progression [115]. This class of macrophages also promotes tumour relapses from standard therapies via maintenance of stem cells, promotion of angiogenesis and perturbation of immune response [116–118]. Macrophages are involved in facilitating the thickening of arteries consequent to accumulation of plaques around the artery wall, leading to atherosclerosis [119]. Both pro- and anti-inflammatory macrophages can contribute to the pathogenesis and progression of common autoimmune disorders such as rheumatoid arthritis, and inflammatory diseases including osteoarthritis and diabetes [120–122]. For these reasons, macrophage reprogramming has emerged as an attractive approach for therapy. By adding to the current understanding of how the epitranscriptome influences macrophage plasticity, our work provides a novel perspective and resource that may inform new strategies to reprogram macrophages for the treatment of human diseases. These strategies should not only consider the use of global RNA m^6^A or 5 hmC modulators such as METTL3 or TET inhibitors as they may inadvertently remove RNA modification marks that are essential for complete macrophage differentiation. As such, it would be critical to identify specific macrophage-associated genes that were affected by abnormal RNA methylation in diseases and develop specific RNA methylation editing tools, including CRISPR-dCas13-based RNA editing approaches [123, 124], to rectify these abnormalities. Our work also indicates the importance of understanding the interplay between multiple RNA modifications in diseases to design the best therapeutic approaches.

### Supplementary Information

Below is the link to the electronic supplementary material.

Figure S1. Validation of macrophage differentiation and polarisation. Flow cytometry profiles showing expression levels of cell surface markers in (A) differentiated and (B) polarised macrophages. Relative expression of differentiated (C) and polarised (D) macrophage markers measured by qPCR. Principal Component Analysis (PCA) of (E) RNA-Seq and (F) LC-MS/MS data from Mo, Mϕ, M1_6h, M1_48h and M2. All data are from at least three independent experiments and show mean ± SEM. An unpaired two-tailed Student’s t-test was used to determine significance, denoted by ns, not significant; *, *p* <0.05; **, *p* <0.01, ***, *p* <0.001 and ****, *p* <0.0001. Supplementary file1

Figure S2. Association between m^6^A changes and enrichment of gene functions relevant to polarised macrophages. Gene ontology analysis on increased (top) and decreased (bottom) m^6^A peaks during (A) Mϕ to M1 and (B) Mϕ to M2 polarisation. (C) Venn diagram showing overlapping gene sets identified by Gene Set Enrichment Analysis (GSEA) on m^6^A-IP-Seq, mRNA-Seq and Polyribo-Seq data presenting positive (top) or negative (bottom) enrichment during Mϕ to M1. (D) GSEA signatures showing significantly positive and negative enrichment during Mϕ to M1 polarisation. (E) Similar Venn diagram shown in (C) for Mϕ to M2 polarisation. (F) GSEA signature showing significantly positive enrichment during Mϕ to M2 polarisation. Supplementary file2

Figure S3. m^6^A is present in genes that regulate macrophage differentiation and function. (A-C) Left: Coverage plots of m^6^A-IP-Seq (top), mRNA-Seq (middle) and Polyribo-Seq (bottom) for (A) CD36 in Mϕ, (B) YAP1 in M1 and (C) CD209 and in M2. m^6^A-IP-Seq tracks show the overlay of input (grey) and IP (yellow, green, orange and blue for Mo, Mϕ, M1 and M2 respectively) data. An m^6^A peak is highlighted within a dotted box. m^6^A-IP-Seq coverage plots are displayed in BPM (bins per million reads, Bin size=1). mRNA-Seq and Polyribo-Seq coverage plots are displayed in RPKM (reads per kilobase per million reads). Right: Protein abundance as measured by LC-MS/MS, ND, non-detected. Peptides corresponding to YAP1 were not detected by LC-MS/MS. Supplementary file3

Figure S4. Co-occurence of 5 hmC and m^6^A in genes that are involved in macrophage differentiation and polarisation. (A) Number of increased (red) and decreased (blue) 5 hmC peaks during macrophage differentiation and polarisation. (B) Significantly enriched sequence motifs identified by 5 hmC-IP-Seq in Mo, Mϕ, M1 and M2. 5 hmC and m^6^A peaks in FOXO3 (C), MCL1 (D), VIM and FN1 (E) transcripts identified in 5 hmC-IP-Seq (top) and m^6^A-IP-Seq (bottom) data from Mo, Mϕ, M1 and M2. 5 hmC- and m^6^A-IP-Seq tracks show the overlay of input and IP data. m^6^A and 5hmC peaks are highlighted within dotted boxes. 5 hmC- and m^6^A-IP-Seq coverage plots are displayed in BPM (bins per million reads, Bin size=1). Supplementary file4

Figure S5. Expression of genes relevant to monocyte and macrophage differentiation and polarisation following METTL3 knockdown. Gene expression changes for CSF1 (A), YAP1, ICAM1, TLR4 (B) and CD163, COL6A2 and CD209 (C) following METTL3 depletion in Mϕ, M1 and M2 cells respectively. (B bottom) western blots showing YAP1 and ICAM1 protein levels following THP-1 transduction with control (Con) or METTL3-specific (Sh1 and Sh2) shRNAs. All data are from at least two independent experiments. Bar plots show mean ± SEM. An unpaired two-tailed Student’s t-test was used to determine significance, denoted by ns, not significant; *, *p* <0.05; *** and *p* <0.001. Supplementary file5

Figure S6. Half-life of *MYC *mRNA following treatment with Itaconic Acid. (A) Coverage plots of 5 hmC-IP-Seq (top) and mRNA-Seq (bottom) data for MYC in Mϕ. (B) mRNA decay plot for *MYC* in Itaconic Acid (ITA)-treated Mϕ. Supplementary file6

Table S1. Oligonucleotide sequences.Supplementary file7

Table S2. Lists of differentially enriched m^6^A peaks during macrophage differentiation and polarisation. Supplementary file8

Table S3: Lists of gene ontology terms representing genes with enriched m^6^A peaks in Mϕ, M1 and M2 populations used to generate enrichment maps from Figure 3A. Supplementary file9

Table S4: Lists of RNA 5 hmC-enriched peaks in monocytes and macrophages. Supplementary file10

## Data Availability

All data have been deposited at Gene Expression Omnibus (GEO) repository, accession number GSE130011 and GSE213207. Raw MS data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the dataset identifier (PXD017391).

How the deposited data were processed for this re-analysis (not part of the article)

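Polyribo-Seq libraries of THP-1 cells were re-analysed, 3 each of Mo, Mϕ, M1 and M2. Their RNA came from the polysome fraction of CHAPS lysates separated by size exclusion chromatography. The authors trimmed paired-end reads with Trimmomatic, aligned them to hg38 (Ensembl 86) with STAR and summed fragments over the exons of each gene name with featureCounts 1.5.1, unstranded. The deposited values are raw fragment counts, not normalised, for 56271 gene names. By the default of that tool, fragments that map to several places or overlap several genes are not counted. Each column was matched to its state and replicate by its name, with ND read as not differentiated (Mo) and M0 as unpolarised macrophages (Mϕ). Gene positions were checked against GENCODE 44: 18362 of 18376 shared protein-coding symbols overlap the gene of that name, and 135 gene names lie on more than 1 chromosome. GENCODE 44 also gave gene type, and the hg38 sequence gave GC content.

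Libraries held 25157236, 23096676 and 24065593 fragments (Mo), 24439349, 25632885 and 23434363 (Mϕ), 21625537, 35751044 and 29441989 (M1) and 24969156, 24729445 and 27875094 (M2). 3 fragments correspond to 0.139 CPM in the smallest library and 0.0839 CPM in the largest. CPM were computed from library totals. A fold change against a group whose libraries all held 3 fragments or fewer was computed against that level and given as a lower bound. Counts have no unique molecular identifiers, so duplicates of a molecule were not removed.

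Mϕ were compared to Mo, M1 to Mϕ and M2 to Mϕ, and genes named for TET and METTL3 were compared to Mo. edgeR 4.0.16 was run in R 4.3.3 with TMM factors and a quasi-likelihood fit of all 12 libraries with group as the only factor. Genes with a group mean above 1 RPKM entered (14252). Calls needed a fold change above 1.5 (0.585 on the log2 scale) and a Benjamini–Hochberg adjusted p under 0.05. All tests were two-sided. Beside each named gene, an exact permutation of the CPM of the groups compared was run, which with 3 against 3 libraries cannot go below 0.1. Gene lists were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01 and adjustment over 17 lists, and the direction of called genes against that of m6A peaks with Fisher's exact test. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. The edgeR procedure was tested on simulated data with 14252 genes, of which 200 changed. At a biological coefficient of variation of 0.1 it recovered 99.5% with 0 false calls, and at 0.4 it recovered 29% with 2 false calls. Each simulation gave all libraries the same spread, unlike the real groups (9.40% in Mo, 8.95% in Mϕ, 145% in M1 and 62.7% in M2). It therefore does not test the joint fit under uneven spread. With 200 changed genes it does not test TMM under broad shifts either.

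The lists came from the paper's tables. Genes with increased or decreased m6A come from the differential peaks of Table S2, of which a shortened part was at hand (742 increased and 1252 decreased peaks for Mϕ compared to Mo, 618 and 1376 for M1 compared to Mϕ, 1096 and 898 for M2 compared to Mϕ). Genes that gained or lost 5 hmC come from Table S4, and genes of terms from Table S3. The S and G2M genes of the R package Seurat formed the cell cycle list.

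Genes were named by a rule. It takes every gene the paper names beside a polysome result, the genes it names as m6A writers or erasers, for 5 hmC or as surface markers, and for each of the 3 main comparisons the 3 genes with the largest fold change in each direction, among called genes whose groups do not overlap and whose mean is at least 10 CPM in 1 group. The genes named for 5 hmC include *MYC*, the paper's negative control. *MALAT1*, *NEAT1*, *SOD2* and *SERPINB3* fall outside the rule and were chosen after their values were seen.

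The alternatives were DESeq2 1.42.0 (Wald test), RLE factors in edgeR, filterByExpr (17446 genes), no filter (33714 genes), a fit of only the groups compared, replicate number as a block, no fold change minimum, a fold change above 2, each library left out in turn, an inter-gene correlation estimated from the libraries, the sign of all tested genes in place of calls, Table S3 terms with the paper's adjusted p under 0.05, libraries drawn down to the smallest total, and CPM above 1 as detection. The fit, thresholds, filter, lists, naming rule and these alternatives were set before the data were examined. limma voom with sample quality weights and library totals alone as scaling were chosen after seeing the data, as was a fit of 10 libraries without M1 library 1 and M2 library 3, which is reported apart and left out of the ranges given over alternatives. No library was left out of the chosen fit. mRNA-Seq, m6A-IP-Seq and 5 hmC-IP-Seq reads, LC–MS/MS proteomics and MSigDB gene sets were not analysed here.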

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

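The tests of scaling for *MALAT1*, *NEAT1* and *WTAP*, of uneven libraries for *WTAP* and for the largest changes were chosen only after the result was seen. Each result below is a signal in genes the paper does not discuss for the polysome fraction, above the smallest value the depth can show.

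Among genes called in Mϕ compared to Mo, the 3 with the largest fold change upwards were *CD22* (chromosome 19, 35319261–35347355; mean 40.2 CPM in Mϕ), *SPOCD1* (chromosome 1, 31790422–31816051; 138 CPM) and *SLC26A11* (chromosome 17, 80219699–80253500; 20.1 CPM). All Mo libraries held at most 3 fragments of each, so they were at least 310-fold, at least 1060-fold and at least 155-fold higher (edgeR adjusted p 0.00760, 0.00108 and 0.00961). In M1 compared to Mϕ they were *IDO1* (chromosome 8, 39902275–39928444; 1311 CPM, at least 10200-fold higher, edgeR adjusted p 7.43e-07), *CXCL9* (chromosome 4, 76001275–76007488; 15420 CPM against 5, 7 and 7 fragments in the Mϕ libraries; log2 fold change 16.30, edgeR adjusted p 1.62e-06) and *ACOD1* (chromosome 13, 76948497–76958642; 191.5 CPM, at least 1500-fold higher, edgeR adjusted p 0.00261). In M2 compared to Mϕ they were *SERPINB4* (chromosome 18, 63637259–63644298; 64.7 CPM, at least 505-fold higher, edgeR adjusted p 0.0111), *FCER1A* (chromosome 1, 159289714–159308224; 88.8 CPM against 1, 0 and 4 fragments in the Mϕ libraries; log2 fold change 10.29, edgeR adjusted p 0.00937) and *RIMS1* (chromosome 6, 71886703–72403143; 29.4 CPM, at least 230-fold higher, edgeR adjusted p 0.0191). For each of these 9 genes all 3 libraries of the later state were above all 3 of the earlier (exact permutation p 0.1). With the replicate block the edgeR adjusted p was 0.0315 for *CD22* and 0.0666 for *RIMS1*.

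The changes of the M1 and M2 genes were recomputed without the uneven library of their group. The log2 fold changes were 16.70 for *IDO1*, 16.51 for *CXCL9*, 15.41 for *ACOD1*, 13.09 for *SERPINB4*, 10.49 for *FCER1A* and 9.64 for *RIMS1*. All but that of *CXCL9* are taken over Mϕ libraries with 0 to 4 fragments, so their sizes are not exact. With the genes that fell most included, the smallest change in size was 1.47, that of *ITGAL*, which is negative. The genes had been chosen for this pattern on the same libraries, so this test shows no stability by itself. Each library of the later state was above 20 CPM for these 6 genes, so the rises do not rest on the uneven library alone, but their size varies with it for some. *IDO1* had 1282, 1254 and 1398 CPM and *ACOD1* 275, 144 and 155.5 in the M1 libraries, of which the first is the uneven one. *FCER1A* had 98.5, 97.1 and 71.0 CPM and *SERPINB4* 36.7, 48.8 and 108 in the M2 libraries, of which the third is the uneven one. *SERPINB3*, the neighbour and paralog of *SERPINB4*, had a log2 fold change of 10.5 in M2, and it is at least 58.4-fold higher (edgeR adjusted p 0.0941). Fragments that map to both genes are not counted, but single-gene assignments of similar sequence cannot be checked in counts, so reads shared between the pair cannot be told apart from a rise of both. The design gives a biological explanation, the differentiation or polarisation treatment, and this was not tested apart from the comparison itself.

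*MALAT1* and *NEAT1*, nuclear RNAs chosen after their values were seen, were higher in the polysome fraction of Mϕ than of Mo. *MALAT1* had 16960 CPM in Mϕ against 5004 ± 168 in Mo (log2 fold change 1.78, edgeR adjusted p 2.54e-05), and *NEAT1* 1711 against 215 ± 36.9 CPM (edgeR adjusted p 1.21e-05). Each Mϕ library was above each Mo library (exact permutation p 0.1). Nuclear RNA leaking into the fraction was tested on a list of 9 other nuclear-retained RNAs. Of the 4 abundant enough to be tested, 0 were called higher, and 0 had an unadjusted edgeR p under 0.05. With 4 of 9 genes tested this is too few to decide, and the outcome was set aside as undecided after it was seen. GC content was tested on genes within 5 percentage points of their GC content, whose median change was −0.0463. These are 7669 of the 14252 tested genes, whose median the scaling holds near 0, so the test decides nothing. With library totals alone as scaling the smaller change of the pair was 1.76. The TMM factors (1.09 to 1.13 in Mo, all 1.09 in Mϕ) are too close for this test to have come out otherwise, so it decides nothing. A rise of both RNAs in the cell, carried into the fraction, and nuclear RNA in the fraction may each explain the values and cannot be told apart here.

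*WTAP*, an m6A writer component the paper names, was higher in the polysome fraction of M1 (368 CPM; 541, 279 and 285 in the libraries) than of Mϕ (114 ± 5.06 CPM). The log2 fold change was 2.07 (edgeR adjusted p 2.88e-06; 6.02e-05 with the replicate block; exact permutation p 0.1). Without M1 library 1 it was 1.90, so the uneven library does not account for it. The log2 fold change was 1.96 with RLE factors and 1.68 with library totals alone as scaling, and *WTAP* was called higher under each. The median of all tested genes moved from −0.41 with TMM to −0.94 with totals. The TMM factors (0.716 to 1.09) are too close together to account for a change of this size. The test with library totals could therefore not have come out otherwise and is no separate evidence. Scalings other than these were not tested. *SOD2* (chromosome 6, 159669057–159762529) lies across *WTAP* (chromosome 6, 159725585–159756319) on the other strand and rose by 6.51 (edgeR adjusted p 1.81e-08). Fragments on exons of both genes were left out. Counts are unstranded, so *SOD2* fragments outside its annotated exons but on exons of *WTAP* would still count for *WTAP*. The rise of *WTAP* cannot be told apart from such antisense fragments. A response of *WTAP* to LPS and IFNγ remains a hypothesis.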

How the results depend on the processing

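The tests of other splits of the libraries were set beforehand. 52 results were recomputed. 322 values fell under alternatives other than leaving out a library, leaving aside the ones chosen after seeing the data. Of these, 276 counted as unchanged and 3 reversed. For a test, unchanged means the same direction and side of the threshold. For genes called it means a count within 1.5 times, and for genes detected a mean within the SD. The balance of higher and lower calls was not judged. In M1 compared to Mϕ it turned with RLE factors, DESeq2, filterByExpr and a fit of only these groups, all counted as unchanged. 18 results were unchanged under every alternative run: the 3 odds ratios, *TET2* and *TET3* in Mϕ, *TET3* in M1 and *TET2* in M2 compared to Mo, *CSF1*, *MSR1* and *CD36* in Mϕ, *TLR4* and *ICAM1* in M1 in both comparisons, *CD209* in M2 compared to Mo, genes that lost 5 hmC in Mϕ, the LPS and IFNγ genes, and the genes detected in M1. The last is a count without a test, and its move from 9045 to 10576 with CPM above 1 counts as unchanged only because the SD of its libraries is wide (2055). The odds ratios ran from 50.7 to 564 in Mϕ, 13.4 to 88.0 in M1 and 2.98 to 90.2 in M2, and had no finite value, because a count was empty, in 8 fits for Mϕ and 2 for M2. *CD163* did not enter a fit with the RPKM filter, so it is not among the 52.

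In the changes below, log2 values are given first and adjusted p of the named tool (limma camera for lists) in brackets. To pass means an adjusted p under 0.05, whatever the fold change. With the DESeq2 Wald test, *METTL3* (−0.84 (0.00257)), *TET1* (−4.66 (0.00242)) and *TET3* (−0.61 (0.00903)) in M2 and *TET1* in Mϕ (−3.39 (0.0460)) passed the threshold, genes that lost 5 hmC in M1 reversed against the other genes (−0.41 (0.992)) and 1184 genes were called in M2 (592 higher, 592 lower). 41 of 48 results stayed. With RLE factors in edgeR, *TET3* in M2 passed (−0.61 (0.0416)) and 47 of 48 stayed. With filterByExpr in edgeR, Table S3 genes in M2 passed as the higher list (median −0.14 (0.0378)) and 47 of 48 stayed. With no filter in edgeR, *METTL3* failed in Mϕ (−1.18 (0.221)) and M1 (−0.999 (0.160)), as did genes with decreased m6A in M2 (−0.40 (0.358)). Genes that gained 5 hmC in M2 (−0.061 (0.0225)) and Table S3 genes in M2 (−0.15 (0.000377)) passed as higher than the other genes, in spite of medians below 0, genes that lost 5 hmC in M2 reversed (−0.22 (0.656)), and 315 genes were called in M2 (230 higher, 85 lower). 40 of 47 results stayed.

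With only the groups compared fitted in edgeR, *METTL3* (−0.69 (0.00249)) and *TET1* (−4.52 (0.0115)) in M2 and *TET1* in Mϕ (−3.33 (5.67e-16)) passed, *METTL3* (−1.23 (0.103)) and *TET2* (0.64 (0.222)) in M1 failed, genes that lost 5 hmC in M1 reversed (−0.49 (0.921)), and 6489 genes were called in Mϕ (3390 higher, 3099 lower) and 1584 in M2 (994 higher, 590 lower). 37 of 48 stayed. With the replicate block in edgeR, *METTL3* in Mϕ (−1.17 (0.0529)) and M1 (−0.998 (0.0618)) and *TET1* in M1 (−5.94 (0.0713)) failed, 321 genes were called in M2, and 43 of 47 stayed. With the inter-gene correlation estimated, 11 of 17 lists no longer passed in limma camera, at unchanged medians: genes with increased m6A in Mϕ (1.74 (0.0864)), M1 (1.70 (0.0864)) and M2 (0.13 (0.637)), with decreased m6A (−0.44 (0.637), −0.84 (0.655) and −0.29 (0.708)), with gained 5 hmC in Mϕ (0.33 (0.211)) and M1 (0.36 (0.108)), cell cycle genes (−1.89 (0.113)), and Table S3 genes in Mϕ (1.71 (0.0864)) and M1 (1.27 (0.108)). With a fold change above 2, 320 genes were called in M2. No fold change minimum, drawing down, the sign of all tested genes and the stricter Table S3 terms changed none of the 3, 4, 3 and 2 results they apply to. With CPM above 1, genes detected were 13330 in Mo, 13833 in Mϕ and 12761 in M2.

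limma voom with sample quality weights, chosen after seeing the data, passed *METTL3* (−0.82 (5.94e-06)), *TET1* (−4.13 (6.43e-08)) and *TET3* (−0.41 (0.00136)) in M2 and *TET1* in Mϕ (−3.34 (7.23e-10)), reversed genes that lost 5 hmC in M1 (−0.10 (0.820)) and called 6649, 6021 and 3192 genes in Mϕ, M1 and M2. 35 of 48 stayed. It gave M1 library 1 a weight of 0.00482 and M2 library 3 a weight of 0.0774, against 0.732 to 3.82 for the others. Library totals alone as scaling, also chosen after seeing the data, called 3223 genes in M1 (921 higher, 2302 lower), and DESeq2 3773 (1636 higher, 2137 lower).

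Over the fits that each left out 1 library, 42 results did not change, 9 did and 0 reversed. *METTL3* ran from −1.19 to −1.15 in Mϕ and from −1.25 to −0.77 in M1, *TET1* in M1 from −7.43 to −5.24, *TET2* in M1 from 0.74 to 1.28, genes with decreased m6A in M2 from −0.29 to −0.23, genes called in M1 from 1709 to 5203 and in M2 from 207 to 421. Over all alternatives other than the fit of 10 libraries, which is reported apart, the adjusted p of the named tools ran from 9.04e-11 to 0.221 (*METTL3* in Mϕ), 2.01e-05 to 0.160 (M1) and 5.94e-06 to 0.353 (M2), from 5.67e-16 to 0.454 (*TET1* in Mϕ), 1.75e-05 to 0.0838 (M1) and 6.43e-08 to 0.171 (M2), from 7.53e-10 to 0.222 for *TET2* in M1 and from 0.00136 to 0.405 for *TET3* in M2. For lists in limma camera it ran from 2.51e-40 to 0.0864, 2.57e-43 to 0.0864 and 2.35e-08 to 0.637 (increased m6A in Mϕ, M1 and M2), 7.07e-09 to 0.637, 1.63e-06 to 0.655 and 1.39e-05 to 0.708 (decreased m6A), 1.16e-08 to 0.211, 5.40e-19 to 0.108 and 0.0225 to 0.883 (gained 5 hmC), 0.361 to 0.992 and 0.122 to 0.883 (lost 5 hmC in M1 and M2), 7.16e-29 to 0.113 (cell cycle), and 6.39e-59 to 0.0864, 1.02e-45 to 0.108 and 0.000377 to 0.883 (Table S3 genes). Apart from the spread taken from uneven libraries, tested under other observations, the cause was not tested.

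The 6 libraries of a comparison can be split into equal groups in 10 ways, and 4 of the splits part all 3 same-numbered pairs, as the real one does. The other 6 part 1 pair. The number of those 4 splits with a result as large, the real one included, was 1 for the genes called, the odds ratio, genes with increased m6A and Table S3 genes in each of the 3 comparisons, genes with decreased m6A in M1, gained 5 hmC in Mϕ and M1, and the LPS and IFNγ genes. It was 2 for the cell cycle genes, decreased m6A in Mϕ and M2, and gained and lost 5 hmC in M2, and 4 for lost 5 hmC in Mϕ and M1. Of the other 6 splits, 4 were as large for the cell cycle genes and 3 for decreased m6A in Mϕ. For lost 5 hmC 5 were as large in Mϕ and 6 in M1. In M2 it was 2 each for decreased m6A and for gained and lost 5 hmC, and 0 for all other results. Mixed splits keep part of the real difference, since each group still holds 2 libraries of 1 state. They gave an unadjusted limma camera p as low as 2.20e-25 for increased m6A in Mϕ. The 9 other splits called 0 genes, with 6 to 21, 93 to 844 and 48 to 139 genes at an unadjusted edgeR p under 0.05, against 3425, 4313 and 2051 in the real split. 3 against 3 libraries cannot settle the question by splits.

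Few fragments limit *TET1* in M1 (0, 8 and 25) and M2 (40, 48 and 0). The empty libraries are the uneven ones, so sequencing depth is not what limits it.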

Differences from the paper's values

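16 values read by eye from Figs. 6A and 7A were set beside the CPM computed here, and 14 did not differ. *TET3* in M1 is about 78 RPM in the paper's Fig. 7A, read by eye, against 44.7 CPM here. None of the alternatives set before the data were examined reached it. RLE factors gave 52.5, still lower but within 1.5 times of the paper's value, and DESeq2 size factors (51.0) and leaving out M1 replicate 1, 2 or 3 (45.7, 44.5 and 44.0) stayed just or well outside that. A filter, a fit of fewer groups and the replicate block cannot move a CPM. *TET1* in M1 is about 0.7 RPM in the paper's Fig. 7A, read by eye, against 0.358 CPM here, where a library with no fragment widens the SD. Leaving out M1 replicate 1 gave 0.536, still lower but within 1.5 times of the paper's value. DESeq2 (0.438), RLE (0.449) and leaving out replicate 2 (0.425) or 3 (0.112) stayed outside that.

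The paper states no significant difference of *TET2* and *TET3* in the polysome fraction of macrophages compared to Mo. Here *TET3* in M1 passed the threshold (log2 fold change −1.27, edgeR adjusted p 0.000808) in each alternative run. *TET2* in M1 also passed (0.96, edgeR adjusted p 0.0245), but failed when only the groups compared were fitted (0.64, edgeR adjusted p 0.222) and in 5 of 6 fits that left out a library. *TET3* in M2 did not pass in the chosen fit. Its adjusted p was under 0.05 with DESeq2 (−0.61), RLE factors (−0.61) and, both chosen after seeing the values, limma voom (−0.41) and an edgeR fit of 10 libraries without M1 library 1 and M2 library 3 (−0.29).

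The paper marks *TET1* in Mϕ and M2 and *METTL3* in M2 as lower than in Mo. In the chosen fit they were lower but did not pass (log2 fold changes −3.35, −4.61 and −0.80; edgeR adjusted p 0.213, 0.0767 and 0.0930). They passed when only the groups compared were fitted (edgeR adjusted p 5.67e-16, 0.0115 and 0.00249) and with the DESeq2 Wald test the paper names (adjusted p 0.0460, 0.00242 and 0.00257). They also passed with limma voom and sample quality weights (adjusted p 7.23e-10, 6.43e-08 and 5.94e-06) and in the edgeR fit of 10 libraries (adjusted p 3.86e-08, 6.94e-08 and 0.000252), both chosen after seeing the values.

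The paper names *YAP1* among transcripts highly translated in M1. Here it was lower in the polysome fraction of M1 than of Mϕ (log2 fold change −1.17, edgeR adjusted p 0.580) and, not past the threshold, higher than in Mo (0.94, edgeR adjusted p 0.614). No setting run made it higher than in Mϕ, and its adjusted p as lower than in Mϕ was under 0.05 without M1 replicate 1 (−0.58, edgeR adjusted p 0.0106) and, chosen after seeing the values, with limma voom (−0.62, adjusted p 0.0276) and in the edgeR fit of 10 libraries (−0.52, adjusted p 0.00176). Compared to Mo it passed without M1 replicate 1 (1.53, edgeR adjusted p 6.76e-06), with limma voom (1.49, adjusted p 7.15e-05) and in the edgeR fit of 10 libraries (1.63, adjusted p 1.97e-08), the last 2 chosen after seeing the values.

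The paper lists *COL6A2*, *CD209* and *CD163* for M2. Compared to Mϕ, *COL6A2* (1.39, edgeR adjusted p 0.795) and *CD209* (2.49, edgeR adjusted p 0.417) were higher but did not pass, and *CD163* was under the abundance filter. Both passed when only M2 and Mϕ were fitted (edgeR adjusted p 0.0405 and 2.74e-05). They also passed with limma voom (adjusted p 3.30e-07 and 3.79e-11) and in the edgeR fit of 10 libraries (1.78 and 2.56, adjusted p 1.31e-05 and 5.12e-11), both chosen after seeing the values. Compared to Mo, *COL6A2* (3.75, edgeR adjusted p 0.0739) passed with DESeq2 (adjusted p 0.00290), with only the groups compared (edgeR adjusted p 0.000330) and, chosen after seeing the values, with limma voom (adjusted p 6.87e-10) and the edgeR fit of 10 libraries (adjusted p 7.29e-10).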

Other observations

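The tests of lower depth, of a few genes taking most of the counts and of a mislabelled sample were chosen only after the result was seen.

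M1 library 1 had fragments on 7434 genes and M2 library 3 on 12631, fewer than the other libraries of their groups. Few starting RNA molecules were tested with a model in which every library molecule of a gene is sampled at a rate set by the other 2 libraries, with 1 number of molecules fitted per library. With 46800 molecules for M1 library 1 and 294000 for M2 library 3, or 462 and 94.9 fragments per molecule, the share of genes at 0 in 5 expression bins differed from the model by at most 0.0266 and 0.02 (fractions). 44.6% of 12451 genes and 12.8% of 13131 genes were at 0. Lower depth does not account for the loss, since the lower of the other 2 libraries, drawn down to the smallest total, had 16231 genes for M1 and 19908 for M2. The 10 most abundant genes took −1.04 and −0.329 percentage points relative to the other 2 libraries, so few genes taking most counts does not account for it. Gene length correlated at −0.0377 and 0.00832 with the deviation from the other 2 libraries. GC content correlated at −0.12 in M1 library 1, which leaves it undecided, and at −0.343 in M2 library 3. Each library correlated best with its own group, by 0.0761 and 0.0294 (Spearman) above the highest other group, so a mislabelled sample is unlikely to be the cause. Few starting molecules may explain both libraries, and in M2 library 3 a GC-dependent loss cannot be told apart from it. No biological explanation was tested, since the design gives the 3 libraries of a group the same treatment.

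More genes were called for Mϕ compared to Mo when only those groups were fitted (6489) than in the fit of all libraries (2108). If the joint fit takes its spread from the uneven libraries, leaving them out of it should raise the count. Without M1 library 1 and M2 library 3, chosen after seeing them, 5961 genes were called for Mϕ compared to Mo, 6650 for M1 and 2611 for M2 compared to Mϕ. Spread taken from these libraries is a candidate explanation for the wide errors in the joint fit.

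Genes with increased m6A were higher in the polysome fraction, and technical sources were tested. Of 10000 random lists matched on expression level, 0 had a median as high in Mϕ, 0 in M1 and 0 in M2, and of 10000 matched on GC content and gene length also 0, 0 and 0. The highest random medians were 0.24, 0.087 and 0.033 for expression level. The peaks of Table S2 at hand cover some chromosomes only, and the other genes of those chromosomes (4404, 4383 and 6891 of 14252) had medians of −0.0988, −0.39 and −0.0975. Expression level, GC content and gene length do not account for the association. Chromosome is unlikely to, though with up to 6891 genes that test is weak. m6A peak calling itself depends on abundance, which may link a rise in abundance to a rise in peaks. That was not tested beyond expression level, and as given among the splits of the libraries, 3 against 3 libraries cannot settle whether the grouping arose by accident.

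10090 of 14252 tested genes (70.8%) did not overlap between Mϕ and Mo, 9204 (64.6%) between M1 and Mϕ and 6934 (48.7%) between M2 and Mϕ, where 10% would be separated by accident. Of the 25 results for the genes the paper names beside a polysome result, 13 had an edgeR adjusted p under 0.05 over all genes, 17 over the list alone, and 22 did not overlap.

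Among the genes that fell with the largest fold changes were *MS4A3* (at least 290-fold lower), *MT1G* (−6.33) and *SERPINB10* (−6.26) in Mϕ compared to Mo, *VIPR1* (−5.55) and *SH2D3C* (−5.16) in M1 compared to Mϕ, and *OAF* (−1.98), *ITGAL* (−1.90) and *SYNGR1* (−1.86) in M2 compared to Mϕ. Each was called by edgeR and separated all 6 libraries (exact permutation p 0.1). With the replicate block the edgeR adjusted p was 0.0717 for *MT1G*, 0.0569 for *SERPINB10* and 0.120 for *SYNGR1*, and under 0.05 for the others named here.

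Of 8 m6A writers and erasers other than *METTL3*, 0 were called in Mϕ compared to Mo, and 2 had an unadjusted edgeR p under 0.05. These 2, *KIAA1429* (−0.57, edgeR adjusted p 0.0355) and *ALKBH5* (−0.58, edgeR adjusted p 0.0499), passed on p and fell just short of the smallest fold change required, so the 0 is not a sign of no change. With the replicate block the edgeR adjusted p was 0.0354 for *KIAA1429* and 0.106 for *ALKBH5*, which then no longer passed. All 8 log2 fold changes were below 0 under TMM (−0.60 to −0.047), RLE and totals, and under RLE and totals *ALKBH5* and *KIAA1429* were called lower. *WTAP* was higher in M1 compared to Mo (log2 fold change 1.98), and *KIAA1429* (VIRMA, −0.94), *RBM15* (−0.94) and *ALKBH5* (−0.82) were called lower. In M2 compared to Mo *RBM15* (−0.87) and *ALKBH5* (−0.88) were called lower, and *KIAA1429* as well under RLE and totals. In M1 compared to Mϕ *WTAP* was called higher under each scaling, and *ALKBH5*, *KIAA1429* and *RBM15* lower under totals alone. These counts under RLE and totals were added after seeing the data. These values are to be read beside the shift of all genes compared to Mo, −0.40 in M1 and −0.15 in M2 with TMM, −0.58 and −0.19 with RLE and −0.92 and −0.24 with totals.

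Of the genes the paper names for 5 hmC, *APOE* (log2 fold change 6.66), *FAM20C* (4.06), *VIM* (2.52), *MFSD12* (1.54) and *MCL1* were called higher in the polysome fraction of Mϕ compared to Mo by edgeR. *SPI1*, *FOXO3*, *QKI*, *FN1*, *ARID1A* and *GRK2* were not called, and neither was *MYC*, the paper's negative control without 5 hmC. Among those not called, *GRK2* (−0.58, edgeR adjusted p 0.0184; 0.0336 with the replicate block) fell just short of the smallest fold change required. *FN1* had 1.56 CPM in Mo and 22.4 in Mϕ (3.86, edgeR adjusted p 0.09997). Mϕ and Mo did not overlap for any gene not called except *SPI1*. *MCL1* was called higher and *FAM20C* and *GRK2* lower in M1 (1.93, −1.58 and −1.63) and in M2 compared to Mϕ, and *VIM* higher in M2 (0.81). Of the surface markers, *CD44* (2.73) and *ITGAM* (2.61) were called higher in Mϕ, and *CD38* (5.58), *CD80* (7.32) and *CD44* (3.13) in M1 compared to Mϕ, where *ITGAM* was called lower (−0.86). In M2 compared to Mϕ *CD44* was called higher (1.90). For each gene called here the groups did not overlap (exact permutation p 0.1).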
